# Breed dependent regulatory mechanisms of beneficial and non-beneficial fatty acid profiles in subcutaneous adipose tissue in cattle with divergent feed efficiency

**DOI:** 10.1038/s41598-022-08572-8

**Published:** 2022-03-17

**Authors:** Mi Zhou, Zhi Zhu, Hui-Zeng Sun, Ke Zhao, Mike E. R. Dugan, Heather Bruce, Carolyn Fitzsimmons, Changxi Li, Le Luo Guan

**Keywords:** Lipids, Metabolomics

## Abstract

The current study aimed to determine whether breed and feed efficiency affect the molecular mechanisms regulating beneficial and non-beneficial fatty acid profiles in subcutaneous adipose tissue of beef steers. Fatty acid profiling and RNA-Seq based transcriptome analysis were performed on subcutaneous adipose tissues collected from beef steers with three divergent breeds (Angus, ANG, n = 47; Charolais, CHAR, n = 48; Kinsella Composite, KC, n = 48) and different residual feed intake (RFI, a measure of feed efficiency). The comparison of fatty acid profiles showed that KC had higher beneficial FAs compared to the other two breeds. Distinct FA profiles between H-RFIfat and L-RFIfat steers was more obvious for KC steers, where H-RFIfat steers tended to have higher proportion of healthy FAs and lower proportion of the unhealthy FAs. A higher number of differentially expressed (DE) genes were observed for KC steers, whereas ANG and CHAR steers had a lower number of DE genes between H- and L-RFIfat steers. The association analyses of the gene expressions and FA profiles showed that 10 FA metabolism-associated genes together with the one upstream regulator (*SREBF1*) were associated with the proportion of C18:2n-6, total n-6, PUFA and PUFA/SFA for KC steers but not the other two breeds. Subcutaneous adipose tissue FA profiles and healthy FA index differed in cattle with divergent feed efficiency and such variation was unique for the three examined cattle breeds. Key FA metabolism-associated genes together with *SREBF1* which is the upstream regulator of a set of genes involved in lipid metabolism may be of importance for genetic selection of meat with higher healthy FA index in beef cattle.

## Introduction

Public interest in beef fatty acid (FA) composition is increasing because of its influence on human health^1^ and meat quality characteristics including palatability, shelf life, and flavor^2–4^. Notably, high saturated FA (SFA) content in beef, particularly C12:0, C14:0 and C16:0, has been reported to lead to high blood cholesterol, and increased risks for atherosclerosis and coronary heart disease^5,6^. However, monounsaturated FA (MUFA) and polyunsaturated FA (PUFA) can reduce both total cholesterol and low-density lipoprotein cholesterol levels^7,8^. In addition, in cattle, ingested PUFA are biohydrogenated by rumen microbes, and partial biohydrogenation products such as conjugated linoleic acid (CLA) and trans 18:1 isomers can be absorbed and incorporated into tissues^9,10^. The main natural isomer of CLA (*cis(c)*9, *trans(t)*11-CLA) and its precursor *t*11-18:1 have been found to have anti-carcinogenic and anti-atherogenic properties (Schmid et al. 2006), while trans10-18:1 (t10-18:1) has been found to have atherogenic effects in humans^8,11^ and model animals^12^. In recent review papers by Vahmani et al*.*^13^ and Pethick et al*.*^14^, the impact of meat-derived FAs on human health has been extensively discussed, which specifically emphasized the importance of the long-chain n-3 PUFA of the meat products derived from pasture-based systems in lowering the risk of fatal coronary heart disease. Both studies claimed that ruminant meat-derived long-chain n-3 PUFAs are essential for human health. Based on the existing research and cross-studies analyses, extensive research has thus been undertaken to improve the balance of beneficial to non-beneficial FA in beef.

Recent studies have reported that among the 59 FAs identified in beef subcutaneous adipose tissue^15^, six of them were moderately or highly heritable (heritability ≥ 0.4)^16^, suggesting that host genetics play an important role in controlling synthesis of certain FAs. In addition, finishing cattle on a high grain diet (a common practice) increased the t10-18:1 and reduced the t11-18:1 in the adipose tissue compared to those fed with high forage diets^17^, suggesting that the composition of PUFA biohydrogenation intermediates in beef is affected by diet^18^. For those FAs which display low or no heritability, the regulatory mechanisms are largely unknown, and this may be due to them arising from rumen microbial lipid metabolism as the rumen microbiome is associated with FA profiles in subcutaneous adipose tissue^19^.

To date, the underlying molecular mechanisms for determining beef FA profiles, especially the ratio of beneficial to non-beneficial FA, have not been characterized. In this study, we hypothesized that the ratio of beneficial FA (total proportion of 18:3n-3; c9,t11-18:2 and t11-18:1) to non-beneficial FA (total proportion of C14:0; C16:0; and t10-18:1) (defined as healthy FA index) is a trait that can be regulated by gene expression, making it a trait useful for selection in animal breeding programs. To achieve this aim, we performed FA profiling and RNA-Seq-based transcriptome analysis of subcutaneous adipose tissue collected from cattle in three divergent breeds (Angus, Charolais, and Kinsella Composite) with different feed efficiencies. It is known that the amount of subcutaneous adipose tissue affects beef quality and is the priority site for lipogenesis, followed by intramuscular fat deposition^20^. In addition, excess subcutaneous adipose tissue was associated with decreased feed efficiency and depreciated carcass, and animals with higher feed efficiency tended to have less subcutaneous adipose tissue^21,22^. As suggested by Bassarab et al.^23^, subcutaneous adipose tissue (backfat thickness) has now been included to justify residual feed intake (RFI), one of the commonly used feed efficiency traits for the herds used in this study^23^. It has also been reported that low residual feed intake (Low-RFI, more efficient) animals tended to have leaner carcasses, less fat and more protein deposition^24–27^. Therefore, in this study, we assessed the effects of breed and RFI on FA profiles and healthy FA index in subcutaneous adipose tissue collected from 143 steers, and investigated the genome wide expression profiles of subcutaneous adipose tissue to elucidate the underlying molecular mechanisms of adipogenesis and genes associated with the identified variations in FA profiles and healthy FA index.

## Results

### Effect of breed on phenotypic measures

The performance traits from a total 143 beef cattle are presented in Table 1. DMI and ADG of ANG animals were higher than those of CHAR cattle (*p* < 0.05) and subcutaneous adipose tissue thickness of ANG and KC steers was higher compared to that of CHAR steers (*p* < 0.05). Significant differences in marbling score were also found between ANG and KC steers with higher marbling score in ANG (*p* < 0.05).

**Table 1:** Effects of different breeds on performance traits of beef cattle.

Trait*	ANG^1^ (n = 47)	CHAR^2^ (n = 48)	KC^3^ (n = 48)	SEM	*p* value
DMI (kg)	11.46^a^	10.66^b^	10.16^b^	0.120	< .0001
ADG (kg)	1.72^a^	1.62^ab^	1.52^b^	0.024	0.003
RFIfat (kg)	0.18	0.02	− 0.05	0.075	0.459
Backfat thickness (mm)	11.35^a^	8.55^b^	11.44^a^	0.280	< .0001
Marbling score	423.04^a^	404.58^a^	373.37^b^	4.945	0.000

*DMI = dry matter intake; ADG = average daily gain; RFIfat = residual feed intake adjusted for backfat thickness.

^1^Angus breed; ^2^Charolais breed; ^3^Kinsella Composite breed.

Means in the same row with different superscripts (a, b) indicate significance (*p* < 0.05).

### FA profiles among the three cattle breeds

In total, 49 FAs were identified from subcutaneous adipose tissues of the entire sample set, and the proportion of each identified FA is summarized in Table 2. For the beneficial FAs, the proportion of t11-18:1 was higher in CHAR and KC than in ANG *(p* < 0.05). Meanwhile, proportion of c9,t11-CLA was higher in KC than in ANG and CHAR (*p* < 0.05), but no difference was found between ANG and CHAR animals (*p* > 0.05). Mean proportion of C18:3n-3 was lower in ANG when compared to CHAR (*p* < 0.05) and were similar between ANG and KC (*p* < 0.05). Among the non-beneficial FAs, the mean proportions of C16:0 and overall SFA in ANG were higher than those in CHAR and KC (*p* < 0.05), whereas the mean proportions of C12:0 and C14:0 in ANG were lower than those in CHAR (*p* < 0.05). The mean proportion of t10-18:1 in CHAR was higher than that in ANG and KC (*p* < 0.05), and no significant difference was found between ANG and KC. Other long-chain n-3 PUFAs (20:5n-3, 22:5n-3 and 22:6n-3) were below detection limit for the current study among the samples. KC had significant higher healthy FA index (3.33 ± 0.77%, mean ± SD) than in ANG (2.50 ± 0.78%, mean ± SD) and CHAR (2.94 ± 0.77%, mean ± SD) (*p* < 0.01).

**Table 2:** Effects of different breeds on fatty acid proportion (%) in subcutaneous tissues of beef cattle.

Trait*	ANG (n = 47)	CHAR (n = 48)	KC (n = 48)	SEM	*p* value
14:0	3.78^b^	4.16^a^	3.90^ab^	0.056	0.017
16:0	28.39^a^	26.56^b^	27.11^b^	0.172	< 0.0001
18:0	11.80	11.70	11.11	0.024	0.307
SFA	46.03^a^	44.36^b^	43.91^b^	0.277	0.004
BCFA	1.35^b^	1.65^a^	1.39^b^	0.024	< 0.0001
SFA + BCFA	47.38^a^	46.01^b^	45.30^b^	0.286	0.010
*c*9-16:1	4.84b	5.61^a^	5.40^a^	0.095	0.002
*c*9-18:1	37.71^ab^	36.88^b^	38.46^a^	0.224	0.014
*c*11-18:1	1.72^b^	2.01^a^	1.90^ab^	0.040	0.010
*t*10-18:1	1.17^b^	1.47^a^	1.01^b^	0.053	0.001
*trans*-18:1	2.53^b^	3.22^a^	2.54^b^	0.067	< 0.0001
MUFA	50.72^b^	51.66^ab^	52.47^a^	0.281	0.038
ADFA	0.44^b^	0.54^a^	0.53^a^	0.009	< 0.0001
CLA	0.28^b^	0.28^b^	0.43^a^	0.011	< 0.0001
n-6	1.03^c^	1.35^a^	1.11^b^	0.019	< 0.0001
18:3n-3	0.11^b^	0.13^a^	0.12^b^	0.003	0.002
PUFA	1.14^c^	1.48^a^	1.24^b^	0.021	< 0.0001
PUFA/SFA	0.025^c^	0.034^a^	0.028^b^	0.001	< 0.0001
FA ratio	0.025^c^	0.029^b^	0.033^a^	0.001	< 0.0001
SCD proxy	0.27^b^	0.26^b^	0.30^a^	0.004	0.008

*The concentrations of fatty acids were expressed as a percentage of fatty acid methyl esters (FAME) quantified. Significant effects (*p* < 0.05) of breed on fatty acid are presented. *c* = *cis*; *t* = *trans*; SFA (sum of saturated fatty acid) = 10:0 + 12:0 + 14:0 + 15:0 + 16:0 + 17:0 + 18:0 + 19:0 + 20:0; BCFA (sum of branched chain fatty acid) = *iso*−14:0 + *iso*-15:0 + *anteiso*-15:0 + *iso*-16:0 + *iso*-17:0 + *anteiso*-17:0 + *iso*-18:0; SFA + BCFA = sum of SFA and BCFA; *trans-*18:1 (sum of *trans-*18:1) = *t*6-18:1 + *t*9-18:1 + *t*10-18:1 + *t*11-18:1 + *t*12-18:1 + *t*13-/*t*14-18:1; MUFA (sum of monounsaturated fatty acid) = *c*9-14:1 + *c*7-16:1 + *c*9-16:1 + *c*11-16:1 + *c*9-17:1 + *c*9-18:1 + *c*11-18:1 + *c*12-18:1 + *c*13-18:1 + *c*14-18:1 + *t*6-18:1 + *t*9-18:1 + *t*10-18:1 + *t*11-18:1 + *t*12-18:1 + *t*13-/*t*14-18:1 + *c*9-20:1 + *c*11-20:1; ADFA (sum of atypical dienes fatty acid) = *c*9,*t*14-/*c*9,*t*13-18:2 + *c*9,*t*15-18:2 + *c*9,*t*12-18:2 + *t*11,*c*15-18:2 + *c*9,*c*15-18:2; CLA (sum of conjugated linoleic acid) = *t*7,*c*9-18:2 + *c*9,*t*11-18:2 + *t*9,*c*11-18:2 + *t*11,*t*13-18:2 + *t*7,*t*9-/*t*10,*t*12-18:2; n-6 (sum of omega 6 fatty acids) = 18:2n-6 + 20:3n-6 + 20:4n-6; n-3 (sum of omega 3 fatty acids) = 18:3n-3; PUFA (sum of polyunsaturated fatty acid) = 18:2n-6 + 20:3n-6 + 20:4n-6 + 18:3n-3; PUFA/SFA = ratio of PUFA to SFA; n-6/n-3 = ratio of n − 6 to n − 3 PUFA; FA ratio = (18:3n-3 + *c*9,*t*11-18:2 + *t*11-18:1)/(14:0 + 16:0 + *t*10-18:1); *SCD* proxy (stearoyl-CoA desaturase proxy) = *c*9-14:1/(*c*9-14:1 + 14:0).

Means in the same row with different superscripts (a, b, c) indicate significance (*p* < 0.05).

Only major FAs/FA groups are listed in this table. Detailed proportions of the FAs of individual samples are listed in Supplementary Table S6.

### Subcutaneous adipose tissue FA profiles between high- and low- RFI steers

Mean subcutaneous adipose tissue thickness and marbling score were similar between H-RFI and L-RFI animals in all three breeds (Table 3). However, the effect of RFI on FA profiles differed among the breeds. As shown in Fig. 1, the proportion of C18:2n-6, total n-6, PUFA, PUFA/SFA and healthy FA index tended to be higher in subcutaneous adipose tissue of H-RFI than those of L-RFI (*p* < 0.01), while C16:0 proportion was lower in subcutaneous adipose tissue of H-RFI than that of L-RFI in KC steers (*p* = 0.029). In addition, total n-6 and PUFA proportions were tentatively higher in subcutaneous adipose tissue of H-RFI than those of L-RFI in CHAR steers. No difference was observed in subcutaneous adipose tissue FA profiles between H-RFI and L-RFI ANG steers. For individual beneficial and non-beneficial FAs, only the C16:0 (non-beneficial) was found to be significantly higher in subcutaneous adipose tissue of L-RFI than that of H-RFI in KC steers (27.67% vs. 26.21%, *p* = 0.029). The healthy FA index was tentatively higher in subcutaneous adipose tissue of H-RFI than that of L-RFI in KC animals (3.60% vs. 3.18%, *p* = 0.093).

**Table 3:** Effects of breed and residual feed intake adjusted for backfat thickness (RFIfat) on fatty acid proportion (%) in subcutaneous tissues and performance traits of beef cattle.

Trait*	ANG^1^			CHAR^2^			KC^3^			SEM	*p* value		
	H-RFIfat^4^ (n = 16)	L-RFIfat^5^ (n = 14)	*p* value^#^	H-RFIfat (n = 17)	L-RFIfat (n = 17)	*p* value^#^	H-RFIfat (n = 18)	L-RFIfat (n = 21)	*p* value^#^		Breed	RFIfat	Breed × RFIfat
14:0	3.75^bc^	3.89^abc^	0.463	4.32^a^	4.13^ab^	0.426	3.66^c^	4.05^abc^	0.126	0.069	0.029	0.405	0.197
16:0	28.07^a^	28.29^a^	0.769	27.01^ab^	26.16^b^	0.156	26.21^b^	27.67^a^	0.029	0.200	0.003	0.466	0.038
18:0	12.13	11.56	0.566	11.98	11.85	0.863	11.02	10.81	0.791	0.240	0.159	0.534	0.933
SFA	45.90^a^	45.79^a^	0.903	45.29^a^	43.99^ab^	0.204	42.64^b^	44.30^ab^	0.209	0.333	0.014	0.895	0.156
BCFA	1.32^c^	1.44^bc^	0.232	1.67^a^	1.61^ab^	0.549	1.43^c^	1.38^c^	0.496	0.028	< .0001	0.928	0.299
SFA + BCFA	47.22^a^	47.23^a^	0.986	46.96^a^	45.60^ab^	0.207	44.06^b^	45.68^ab^	0.237	0.347	0.019	0.894	0.183
*c*9-16:1	4.84^c^	4.93^bc^	0.843	5.51^abc^	5.77^a^	0.523	5.39^abc^	5.66^ab^	0.457	0.116	0.025	0.370	0.936
*c*9-18:1	38.01^ab^	37.69^ab^	0.720	36.25^b^	37.48^b^	0.162	39.29^a^	37.97^ab^	0.186	0.274	0.024	0.804	0.134
*c*11-18:1	1.69	1.67	0.908	1.88	1.99	0.485	1.98	1.87	0.549	0.049	0.072	0.953	0.615
*t*10-18:1	1.11^ab^	1.09^ab^	0.913	1.29^a^	1.33^a^	0.804	1.06^ab^	0.95^b^	0.456	0.050	0.039	0.767	0.790
*trans*-18:1	2.48^c^	2.51^c^	0.889	3.08^a^	3.05^ab^	0.880	2.64^bc^	2.44^c^	0.337	0.069	0.001	0.604	0.744
MUFA	50.91^b^	50.86^b^	0.963	50.72^b^	52.21^ab^	0.169	53.56^a^	52.17^ab^	0.301	0.343	0.049	0.982	0.207
ADFA	0.44^b^	0.45^b^	0.822	0.54^a^	0.53^a^	0.798	0.55^a^	0.53^a^	0.364	0.010	< .0001	0.607	0.757
CLA	0.27^b^	0.28^b^	0.902	0.23^b^	0.27^b^	0.413	0.47^a^	0.43^a^	0.210	0.014	< .0001	0.925	0.418
n-6	1.01^c^	1.02^c^	0.798	1.36^a^	1.23^b^	0.097	1.19^b^	1.03^c^	0.002	0.022	< .0001	0.012	0.122
18:3n-3	0.12^b^	0.12^b^	0.969	0.14^a^	0.12^ab^	0.107	0.13^ab^	0.12^b^	0.446	0.003	0.145	0.195	0.543
PUFA	1.13^c^	1.14^c^	0.828	1.51^a^	1.36^b^	0.082	1.32^b^	1.15^c^	0.003	0.023	< .0001	0.013	0.140
PUFA/SFA	0.024^b^	0.025^b^	0.778	0.033^a^	0.031^a^	0.198	0.031^a^	0.026^b^	0.003	0.001	< .0001	0.015	0.074
n-6/n-3	9.06^b^	9.13^ab^	0.928	9.88^ab^	10.42^a^	0.435	9.77^ab^	8.83^b^	0.042	0.184	0.049	0.765	0.212
FA ratio	0.025^c^	0.027^bc^	0.512	0.030^bc^	0.029^bc^	0.687	0.036^a^	0.031^ab^	0.093	0.001	0.0004	0.479	0.288
SCD proxy	0.27^ab^	0.28^ab^	0.647	0.27^b^	0.26^b^	0.912	0.30^a^	0.30^a^	0.999	0.005	0.013	0.841	0.924
DMI (kg)	12.49^a^	10.73^c^	0.001	11.87^ab^	9.83^d^	< .0001	11.29^bc^	9.24^d^	< .0001	0.156	< .0001	< .0001	0.826
ADG (kg)	1.62^ab^	1.79^a^	0.132	1.65^ab^	1.62^ab^	0.661	1.54^b^	1.51^b^	0.762	0.027	0.021	0.465	0.206
Backfat thickness (mm)	11.13^a^	11.28^a^	0.899	8.06^b^	8.25^b^	0.830	10.74^a^	11.93^a^	0.271	0.332	< .0001	0.397	0.720
Marbling score	433.33^a^	409.29^ab^	0.257	400.00^abc^	381.18^bc^	0.331	380.33^bc^	367.37^c^	0.370	5.520	0.002	0.078	0.912

*c = *cis*; *t* = *trans*; SFA (sum of saturated fatty acid) = 10:0 + 12:0 + 14:0 + 15:0 + 16:0 + 17:0 + 18:0 + 19:0 + 20:0; BCFA (sum of branched chain fatty acid) = *iso*-14:0 + *iso*-15:0 + *anteiso*-15:0 + *iso*-16:0 + *iso*-17:0 + *anteiso*-17:0 + *iso*-18:0; SFA + BCFA = sum of SFA and BCFA; *trans-*18:1 (sum of *trans-*18:1) = *t*6-18:1 + *t*9-18:1 + *t*10-18:1 + *t*11-18:1 + *t*12-18:1 + *t*13-/*t*14-18:1; MUFA (sum of monounsaturated fatty acid) = *c*9-14:1 + *c*7-16:1 + *c*9-16:1 + *c*11-16:1 + *c*9-17:1 + *c*9-18:1 + *c*11-18:1 + *c*12-18:1 + *c*13-18:1 + *c*14-18:1 + *t*6-18:1 + *t*9-18:1 + *t*10-18:1 + *t*11-18:1 + *t*12-18:1 + *t*13-/*t*14-18:1 + *c*9-20:1 + *c*11-20:1; ADFA (sum of atypical dienes fatty acid) = *c*9,*t*14-/*c*9,*t*13-18:2 + *c*9,*t*15-18:2 + *c*9,*t*12-18:2 + *t*11,*c*15-18:2 + *c*9,*c*15-18:2; CLA (sum of conjugated linoleic acid) = *t*7,*c*9-18:2 + *c*9,*t*11-18:2 + *t*9,*c*11-18:2 + *t*11,*t*13-18:2 + *t*7,*t*9-/*t*10,*t*12-18:2; n-6 (sum of omega 6 fatty acids) = 18:2n-6 + 20:3n-6 + 20:4n-6; n-3 (sum of omega 3 fatty acids) = 18:3n-3; PUFA (sum of polyunsaturated fatty acid) = 18:2n-6 + 20:3n-6 + 20:4n-6 + 18:3n-3; PUFA/SFA = ratio of PUFA to SFA; n-6/n-3 = ratio of n − 6 to n − 3 PUFA; FA ratio = (18:3n-3 + *c*9,*t*11-18:2 + *t*11-18:1)/(14:0 + 16:0 + *t*10-18:1); *SCD* proxy (stearoyl-CoA desaturase proxy) = *c*9-14:1/(*c*9-14:1 + 14:0); DMI = dry matter intake; ADG = average daily gain.

^#^Statistical analysis was performed within each breed.

^1^Angus breed; ^2^Charolais breed; ^3^Kinsella Composite breed; ^4^High RFIfat steers (RFIfat > 0.5); ^5^Low RFIfat steers (RFIfat < − 0.5).

Means in the same row with different superscripts (a, b, c, d) indicate significance (*p* < 0.05).

Only major FAs/FA groups are listed in this table.

**Figure 1:**
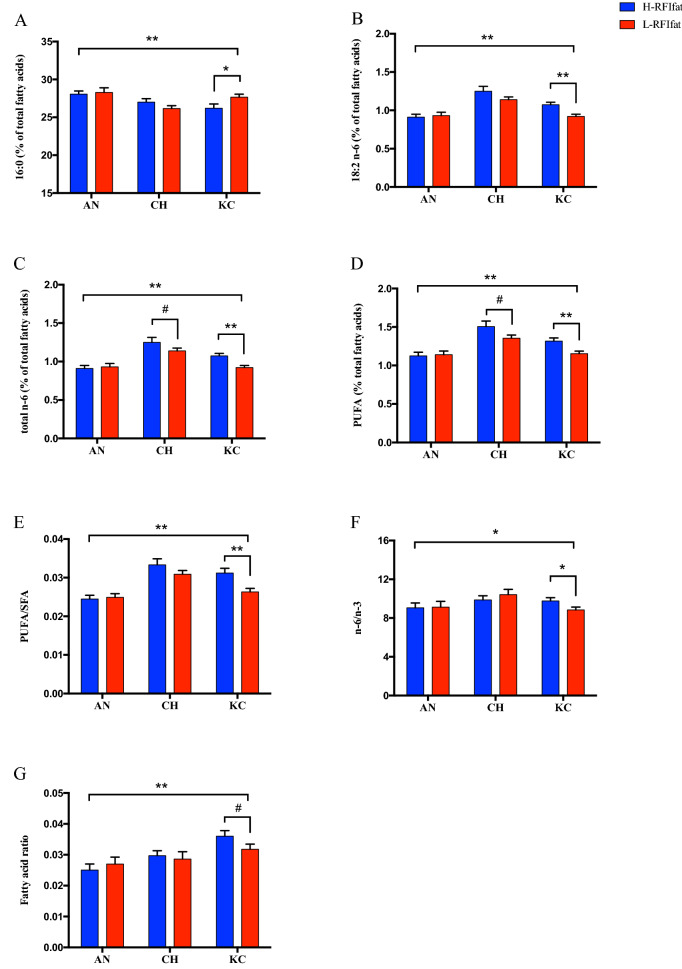
Differential abundant FAs between H-RFI and L-RFI steers as analyzed for each cattle breed respectively. Significance was indicated as follows: **p < 0.01; *0.01 ≤ *p* < 0.05; #0.05 ≤ *p* < 0.1.

### Correlation between RFI and FA profiles

Correlation analysis was performed to identify the relationship between RFI and FA proportions. Low correlations (r ranged from 0.16 to 0.19) were found between RFI and n-6 FAs (including 18:2n-6 and 20:3n-6), PUFA and PUFA/SFA, as well as marbling score, when analyzing the entire dataset without separating breeds (data not shown). When the correlation analysis was performed within each breed, moderate positive correlations were observed between RFI and 18:2n-6 (r = 0.54), total n-6 (r = 0.51), PUFA (r = 0.50) and PUFA/SFA (r = 0.46) in the KC group (Fig. 2). RFI was also positively correlated with healthy FA index in KC animals (r = 0.29, *p* = 0.048). No significant correlation between RFI and healthy FA index was found in ANG and CHAR steers (*p* > 0.05).

**Figure 2:**
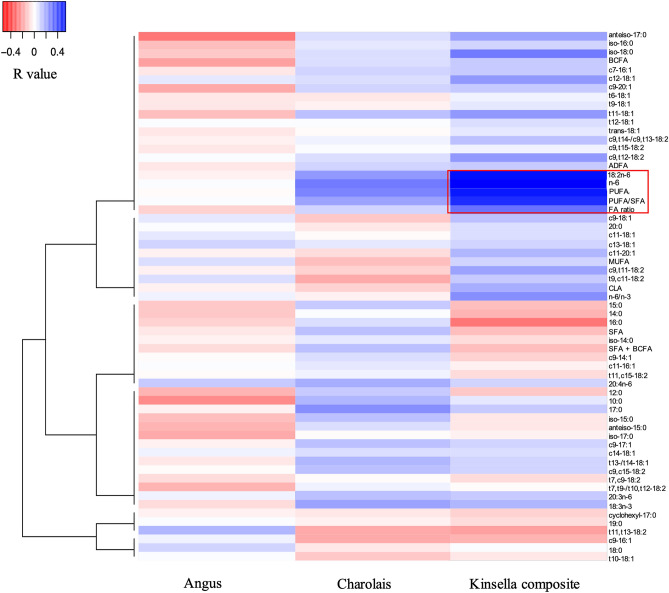
Correlations between FA profiles and RFI for the three breeds. The correlations of statistical significance (*p* < 0.05) identified from the KC breed were highlighted in red square.

### Identification of bovine subcutaneous adipose tissue transcriptome

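Subcutaneous adipose tissue taken after slaughter from 22 steers was used for RNA-Seq. Residual feed intake adjusted for fat (RFIfat, in kg) is the difference between the feed a steer ate and the feed expected for its growth and fatness, so that L-RFI steers are the efficient ones. Angus (ANG) and Kinsella Composite (KC, a crossbred herd) each had 4 H-RFI and 4 L-RFI steers, and Charolais (CHAR) had 3 and 3. Ribosomal RNA was removed, stranded libraries were sequenced as paired 100 bp reads, and the authors trimmed the reads, aligned them to the bovine genome UMD3.1 with TopHat2 and counted them per gene with HTSeq-count. They deposited these counts without normalization for 24616 Ensembl genes, with 1 column per steer. Between 8033008 and 12426133 reads per steer were counted on genes. In ANG the totals were 8224044 to 10655612 (median 9690885) in H-RFI and 8252972 to 11536772 (median 8832335) in L-RFI steers. In CHAR they were 9038906 to 12188113 (median 9331659) and 8983641 to 10807510 (median 10542845). In KC they were 10491712 to 12426133 (median 10913684) in H-RFI and 8033008 to 10822339 (median 8805392) in L-RFI steers. At these depths 3 counts, taken as the smallest level that can be told from 0, correspond to 0.241 to 0.373 CPM (reads on a gene scaled to the total count of the steer, as in the paper). From the counts, L-RFI and H-RFI steers were compared within each breed with edgeR's quasi-likelihood test after TMM normalization, over the genes with CPM above 1 in at least 50% of the steers of the breed. Log2 fold changes (log2FC) are L-RFI against H-RFI, and a gene was called differentially expressed (DE) at an absolute log2FC of at least 1 and a Benjamini-Hochberg FDR below 0.1. The choice of the test inside edgeR moved the number of DE genes more than the normalization or the low-count filter did. The labels number every steer separately, so that no steer was paired with another.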

To further understand gene expression profiles and their relations with RFI, 22 steers with different RFI were selected for transcriptome analysis using RNA-Seq, including 8 steers of ANG (4 H-RFI, 1.17 ± 0.36; 4 L-RFI, − 0.99 ± 0.17; *p* < 0.001), 6 of CHAR (3 H-RFI, 0.84 ± 0.22; 3 L-RFI, − 1.00 ± 0.03; *p* < 0.01), and 8 of KC (4 H-RFI, 1.28 ± 0.67; 4 L-RFI, − 1.33 ± 0.43; *p* < 0.01). 

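At least 1 read was counted on 21057 of the 24616 genes in at least 1 of the 22 steers. With an expressed gene defined as one with CPM above 1 in a steer, 13531 ± 51.7 genes (SD, n = 8 steers) were expressed in ANG, 13616 ± 106 (SD, n = 6) in CHAR and 13634 ± 102 (SD, n = 8) in KC. The difference between the breed means was smaller than a permutation test over the 22 steers resolves (p = 0.0739, 2-sided, 100000 resamples). Of the 3 pairs of breeds, ANG and KC differed most clearly in an exact permutation test (p = 0.0255), ANG and CHAR gave p = 0.0703 and CHAR and KC p = 0.749 in the same exact test, none adjusted for the 3 comparisons. A single count corresponds to 0.08 to 0.124 CPM in these steers. The number of expressed genes moved most with the limit, and genes with at least 1 count numbered 16856 per steer in ANG, 16843 in CHAR and 17269.5 in KC.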

In total, 24,692,450 ± 3,237,147 clean reads were aligned to the reference bovine genome, which identified 21,057 genes with 13,531 ± 52, 13,616 ± 106 and 13,634 ± 102 expressed in ANG, CHAR and KC, respectively. Among all of the identified genes, 13,125 genes were commonly expressed in subcutaneous adipose tissue of all steers; while 48, 77, and 160 genes were exclusively expressed for ANG, CHAR and KC respectively. 

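In the re-derived values, 12223 genes had CPM above 1 in every one of the 22 steers. When a gene had to pass the limit in at least 50% of the steers of each breed, 13340 genes were common to the breeds. For genes expressed in 1 breed only, the rule used was CPM above 1 in at least 50% of the steers of that breed and in fewer than 50% of the steers of each other breed. By this rule 63 genes were found for ANG, 159 for CHAR and 139 for KC. The counts depended on the rule. When no steer of another breed was allowed to pass 1 CPM, 2 genes remained for ANG, 5 for CHAR and 7 for KC, and when the mean CPM of each breed was compared with 1, the numbers were 48, 141 and 156.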

Further DE analysis identified 46, 39 and 177 genes were differentially expressed between H-RFI and L-RFI groups for ANG, CHAR and KC steers, respectively (Supplementary Table S1). 

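Of 13613 genes tested in ANG, 13737 in CHAR and 13725 in KC, edgeR's quasi-likelihood test called 0 genes in ANG, 0 in CHAR and 1 in KC past both cut-offs. The smallest FDR was 0.333 in ANG and 0.788 in CHAR. At an unadjusted p under 0.05, the test gave 686 genes in ANG and 636 in CHAR, where 5% of the genes tested would be 681 and 687. In KC it gave 2504 genes at this level, against 686 expected, and 1511 genes had an FDR under 0.2. The called gene in KC was C18H19orf48 (ENSBTAG00000011079), at 35.6 ± 8.16 TMM-normalized CPM in H-RFI and 11.1 ± 2.01 in L-RFI steers (SD, n = 4 each), a log2FC of -1.68 (standard error 0.20, adjusted p = 0.0816). Its groups did not overlap (exact permutation test, p = 0.0286, the smallest that 4 steers against 4 allow), which was a condition for naming it here. The quasi-likelihood test no longer called it without F7, F8, F10 or F14 (adjusted p = 0.302, 0.166, 0.341 and 0.178). The call was also lost with RFIfat as regressor (adjusted p = 0.227), and was kept without F1, F9, F11 or F16. By edgeR's exact test the gene was called in 8 of 8 fits with a steer left out. C18H19orf48 overlaps 4 genes without names of their own in the RefSeq annotation, where its counts are uncertain. These numbers moved most with edgeR's exact test with tagwise dispersions in ANG (46 genes) and CHAR (39 genes), and with edgeR's likelihood ratio test in KC (189 genes). The exact test called 177 genes in KC, the likelihood ratio test 31 in ANG and 21 in CHAR, and DESeq2 32, 22 and 173.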

Among the DE genes, 42, 22, 103 were down-regulated in adipose tissue of L-RFI steers when compared to H-RFI steers of ANG, CHAR and KC, respectively (Supplementary Table S1). In addition, all of the up-regulated DE genes were breed-exclusive (Supplementary Fig. S2); whereas only one down-regulated DE gene, *SMPD3* (sphingomyelin phosphodiestrase 3) was shared by the three breeds (log_2_FC = − 2.401, − 3.285, and − 1.367 in ANG, CHAR, and KC, respectively).

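Among the genes at an unadjusted p under 0.05 in the quasi-likelihood test, 427 were lower and 259 higher in L-RFI steers of ANG, 304 and 332 in CHAR, and 1282 and 1222 in KC. The exact test called 42 genes lower and 4 higher in ANG, 22 lower and 17 higher in CHAR, and 103 lower and 74 higher in KC. Of these calls, 32 of 46 in ANG, 34 of 39 in CHAR and 112 of 177 in KC had H-RFI and L-RFI steers that did not overlap, in groups where chance alone separates 2.86% of genes (4 against 4) or 10% (3 against 3). The calls were made on the same steers, so their separation is not independent of the calling. Over all genes tested, 2.94% were separated in ANG, 10.3% in CHAR and 10.9% in KC. When each steer was left out in turn, 8 of the 46 genes in ANG, 7 of the 39 in CHAR and 35 of the 177 in KC were called by the exact test in every fit.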

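SMPD3 (ENSBTAG00000009639), which codes for a sphingomyelin phosphodiesterase, had 41 to 1710 counts per steer. In ANG it was at 54.8 ± 53.9 TMM-normalized CPM in H-RFI and 10.4 ± 4.73 in L-RFI steers (SD, n = 4 each), in CHAR at 75.5 ± 102 and 7.73 ± 2.80 (SD, n = 3 each), and in KC at 58.5 ± 41.7 and 22.7 ± 13.8 (SD, n = 4 each). The log2FC was -2.41 in ANG (standard error 0.76), -3.27 in CHAR (standard error 1.13) and -1.37 in KC (standard error 0.56), and the adjusted p of edgeR's quasi-likelihood test was 0.786, 0.948 and 0.237. The H-RFI and L-RFI steers overlapped in each breed, and the exact permutation test gave p = 0.171 in ANG, 0.3 in CHAR and 0.143 in KC (2-sided, the smallest possible being 0.0286 for 4 against 4 and 0.1 for 3 against 3). In the exact test of edgeR, the adjusted p was 0.0306, 0.0373 and 0.0886. With each steer left out in turn, SMPD3 was called by that test in 4 of 8 fits in ANG, 2 of 6 in CHAR and 2 of 8 in KC, and the log2FC ranged from -2.78 to -1.59, from -3.83 to -1.13 and from -1.80 to -0.84. The log2FC did not differ between breeds by more than the interaction test of edgeR resolves (adjusted p = 0.818). In the RefSeq annotation of the later build ARS-UCD2.0, SMPD3 overlaps PRMT7 and 2 genes without a name of their own, and its counts are uncertain where the genes overlap because the paper's text does not name the strand setting of the counting.

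**Figure D1:**
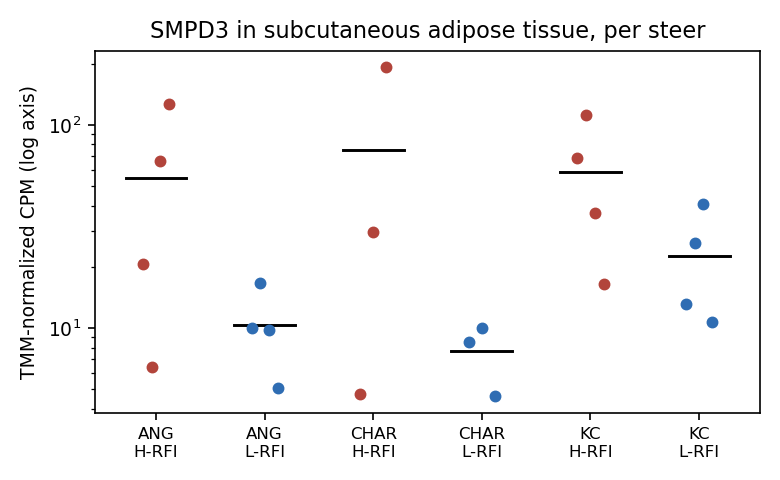
TMM-normalized CPM of SMPD3 on a log axis for each steer, by breed and RFI group, with the group mean as a black line. In each breed at least 1 H-RFI steer lies within the range of the L-RFI steers, at 6.45 CPM in ANG, 4.74 in CHAR and 16.5 in KC.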

### Functional analysis of commonly expressed genes among three breeds and DE genes between H- and L-RFI steers within each breed

A total of 2,569 GO terms were generated with 1,182 GO terms significantly enriched (*p* < 0.001) from the commonly expressed genes (Supplementary Table S2). In the molecular function category, most of the commonly expressed genes were involved in binding (39.8%) and catalytic activity (39.2%). Cellular process (30.7%), metabolic process (24.0%), cellular component organization or biogenesis (8.6%), biological regulation (8.5%) and localization (7.5%) were the predominant GO terms in biological process category. A high proportion of commonly expressed genes were assigned to the GO terms of cell part (39.5%), organelle (28.2%), macromolecular complexes (16.0%) and membrane (11.9%) in the cellular component category. No function was enriched for DE genes based on PANTHER and DAVID bioinformatic tools. When the DE genes were subjected to IPA analysis, 19, 1 and 6 enriched functions involved in 11, 1 and 6 functional categories (z-score ≥ 2 or z-score ≤ − 2) were identified for ANG, CHAR and KC animals, respectively (Fig. 3).

**Figure 3:**
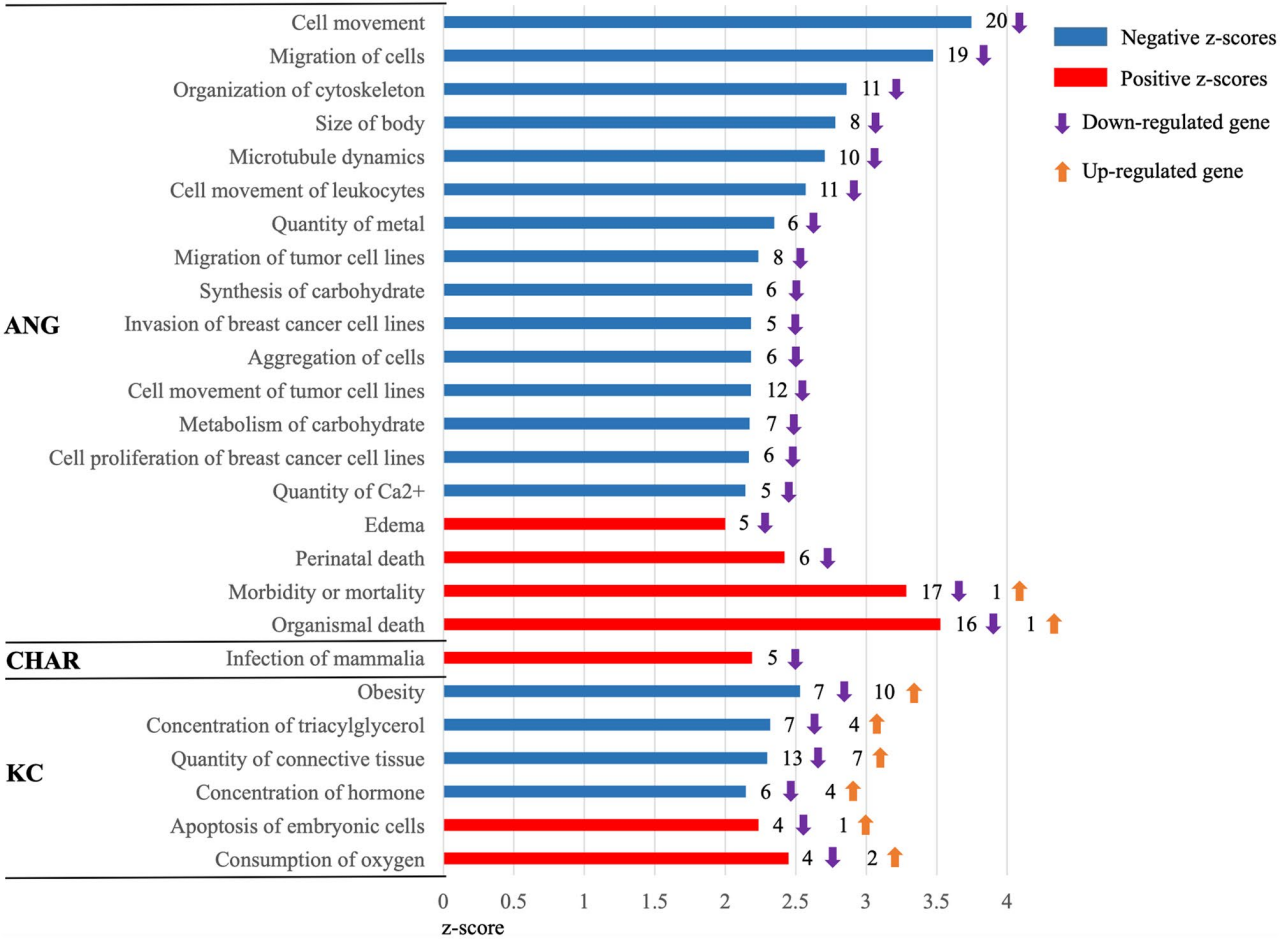
Functional classification of differentially expressed genes using IPA (Ingenuity Pathway Analysis) in different breeds of beef cattle. Positive z-scores are indicated with red bars and negative z-scores with blue bars. A positive z-score (2) indicates an increased predicted activation state, while a negative z-score (− 2) indicates a reduction in function. The number to the right of the bar is the number of differentially expressed (DE) genes. Up arrow and down arrow represent the DE genes up- and down-regulated in L-RFIfat compared to H-RFIfat steers, respectively. ANG, Angus; CHAR, Charolais; KC, Kinsella Composite.

Detailed list of the DE genes involved in these enriched functions are listed in Table 4, among which only one GO term was associated with lipid metabolism. 

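The lipid metabolism genes DLK1, LEPR, TLR5, PDK4, ACLY, CIDEA, G0S2, MFSD2A and SREBF1 were read in the 8 KC steers. SREBF1 (ENSBTAG00000007884) was at 295 ± 95.7 TMM-normalized CPM in H-RFI and 134 ± 16.6 in L-RFI steers (SD, n = 4 each), a log2FC of -1.14 (standard error 0.22, adjusted p = 0.126 from edgeR's quasi-likelihood test). DLK1 was low, at 0.555 ± 0.338 and 3.16 ± 1.60 CPM from 1 to 40 counts per steer, a log2FC of 2.47 (standard error 0.58, adjusted p = 0.126). For SREBF1, DLK1, TLR5, G0S2 and MFSD2A the H-RFI and L-RFI steers did not overlap, in genes that the paper had selected as DE in these same steers. LEPR, at 0.682 and 2.91 CPM, and MFSD2A, at 1.95 and 0.625 CPM, were also low, with 2 to 53 and 2 to 27 counts per steer. The log2FC was 2.05 for LEPR, 1.62 for TLR5, 1.23 for PDK4, -1.36 for ACLY, -1.01 for CIDEA, -1.58 for G0S2 and -1.61 for MFSD2A. None of the 11 lipid metabolism genes tested reached an FDR below 0.1 over all genes in the quasi-likelihood test (0.126 to 0.188), while with the adjustment made over the 11 genes alone all 11 did (largest 0.0177), which says nothing about stability because the list consists of calls made on these steers. By the exact test of edgeR the adjusted p was from 0.00036 for SREBF1 to 0.0458 for PDK4, and the calls changed when 1 steer was left out. SREBF1, TLR5 and G0S2 were called in 7 of the 8 fits, PDK4 in 5, CIDEA and MFSD2A in 4 and ACLY in 3, while DLK1 was called in 4 and LEPR in 2 of the 4 fits in which they passed the low-count filter. The log2FC fell short of its limit in 4 of these 8 fits for CIDEA (from -1.21 to -0.79 over the fits), and in 1 fit each for SREBF1 (from -1.32 to -0.96), PDK4 (from 0.66 to 1.45) and G0S2 (from -1.82 to -0.97). Without the H-RFI steer F1, which was lowest in its group, PDK4 had a log2FC of 1.00, and without the L-RFI steer F16 G0S2 had -1.31. In the RefSeq annotation, SREBF1 overlaps RAI1 and MIR33B, and CIDEA overlaps 1 gene without a name of its own, and their counts are uncertain there.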

In the adipose tissue of KC L-RFI steers, 4 up-regulated genes (*DLK1*, *LEPR*, *TLR5*, *PDK4*) and 7 down-regulated genes (*ACLY*, *CIDEA*, *G0S2*, *LDLR*, *MFSD2A*, *SERPINE1*, *SREBF1*) involved in lipid metabolism and were associated with lower triacylglycerol concentration (z-score =  − 2.319) (Table 5). Further upstream analysis using IPA identified 11, 9 and 78 upstream regulators (z-score ≥ 2 or z-score ≤ − 2 Supplementary Table S3) targeting DE genes in ANG, CHAR and KC, respectively. 

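TF, TTN, AACS, LSS, SQLE and TM7SF2, which the paper adds to the lipid metabolism genes as targets of SREBF1, were read in the same 8 KC steers. AACS (ENSBTAG00000005678) was at 155 ± 38.3 TMM-normalized CPM in H-RFI and 69.2 ± 24.2 in L-RFI steers (SD, n = 4 each), a log2FC of -1.16 (standard error 0.26). LSS had a log2FC of -1.03 (standard error 0.22), SQLE of -1.31 (standard error 0.31) and TM7SF2 of -1.23 (standard error 0.24), each with an adjusted p of 0.126 in edgeR's quasi-likelihood test. AACS, LSS and TM7SF2 had non-overlapping groups (exact permutation test, p = 0.0286), and 3 of the 4 L-RFI steers lay below every H-RFI steer for SQLE (p = 0.0571, exact permutation test). The paper had selected these genes as DE in the same steers, so their separation is not independent of the selection. TF rose by 1.32 on the log2 scale (standard error 0.50, adjusted p = 0.204), with overlapping groups. TTN was at 137 ± 93.4 CPM in H-RFI and 706 ± 1128 in L-RFI steers, a log2FC of 2.37 (standard error 1.02, adjusted p = 0.256). The difference in TTN came from the L-RFI steer F11 at 2394 CPM, as the other 7 steers lay between 64.5 and 272 CPM, and without F11 the log2FC was 0.08. AACS, LSS and TTN overlap other genes in the RefSeq annotation, where their counts are uncertain.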

Among them *SREBF1*, a DE gene identified from KC steers, was found to be an upstream regulator that inhibited 11 target molecules (z-score =  − 2.78), including 3 up-regulated DE genes (*DLK1*, *TF*, *TTN*) and 8 down-regulated DE genes (*AACS*, *ACL*Y, *CIDEA*, *LDLR*, *LSS*, *SERPINE1*, *SQLE*, *TM7SF2*) in L-RFI as compared to H-RFI KC steers (Supplementary Table S4).

**Table 4:** GO term enrichment results of all differentially expressed genes using IPA within each breed.

Breed	Category	Module	Functions	z-score^†^	*Adjusted p* value	Predicted action	Involved genes
ANG	Organismal survival	17	Organismal death	3.527	0.000	Activated	*BMP7*,*CFB*,*CXCL14*,*EPHB2*,*HAS2*,*ITGA11*,*MYB*,*PDPN*,*PERP*,*PLAU*,*PTHLH*,*ROR1*,*SFRP4*,*SYCP3*,*TH*,*THBD*,*WNT2*
		18	Morbidity or mortality	3.285	0.000	Activated	*BMP7*,*CFB*,*CXCL14*,*EPHB2*,*HAS2*,*ITGA11*,*MYB*,*PDPN*,*PERP*,*PLAU*,*PTHLH*,*RASSF5*,*ROR1*,*SFRP4*,*SYCP3*,*TH*,*THBD*,*WNT2*
		6	Perinatal death	2.421	0.005	Activated	*BMP7*,*CXCL14*,*PDPN*,*PTHLH*,*TH*,*WNT2*
	Organismal injury and abnormalities	5	Edema	2.000	0.003	Activated	*HAS2*,*PDPN*,*PLAU*,*ROR1*,*TNFAIP6*
	Cell signaling, molecular transport, vitamin and mineral metabolism	5	Quantity of Ca^2+^	−2.143	0.004	Inhibited	*ACKR2*,*NTS*,*PLAU*,*PTHLH*,*TPSAB1/TPSB2*
	Cellular development, cellular growth and proliferation	6	Cell proliferation of breast cancer cell lines	−2.168	0.002	Inhibited	*BMP7*,*HAS2*,*MYB*,*PLAU*,*PTHLH*,*SMPD3*
	Carbohydrate metabolism	7	Metabolism of carbohydrate	−2.173	0.001	Inhibited	*BMP7*,*GFPT2*,*HAS2*,*NTS*,*PLAU*,*THBD*,*TNFAIP6*
		6	Synthesis of carbohydrate	−2.191	0.001	Inhibited	*BMP7*,*HAS2*,*NTS*,*PLAU*,*THBD*,*TNFAIP6*
	Cellular movement	12	Cell movement of tumor cell lines	−2.182	0.000	Inhibited	*BMP7*,*CXCL14*,*EPHB2*,*HAS2*,*MYB*,*PDPN*,*PLAU*,*PTHLH*,*ROR1*,*SFRP4*,*THBD*,*TIAM1*
		5	Invasion of breast cancer cell lines	−2.183	0.001	Inhibited	*HAS2*,*MYB*,*PLAU*,*ROR1*,*TIAM1*
		8	Migration of tumor cell lines	−2.235	0.001	Inhibited	*EPHB2*,*HAS2*,*PDPN*,*PLAU*,*PTHLH*,*ROR1*,*SFRP4*,*TIAM1*
		19	Migration of cells	−3.475	0.000	Inhibited	*ACKR2*,*BMP7*,*CFB*,*CXCL14*,*EPHB2*,*HAS2*,*HDC*,*MYB*,*NTS*,*PDPN*,*PLAU*,*PTHLH*,*RASSF5*,*ROR1*,*SFRP4*,*THBD*,*TIAM1*,*TNFAIP6*,*TPSAB1/TPSB2*
		20	Cell movement	−3.747	0.000	Inhibited	*ACKR2*,*BMP7*,*CFB*,*CXCL14*,*EPHB2*,*HAS2*,*HDC*,*ITGA11*,*MYB*,*NTS*,*PDPN*,*PLAU*,*PTHLH*,*RASSF5*,*ROR1*,*SFRP4*,*THBD*,*TIAM1*,*TNFAIP6*,*TPSAB1/TPSB2*
	Cell-to-cell signaling and interaction	6	Aggregation of cells	−2.183	0.000	Inhibited	*BMP7*,*HDC*,*PDPN*,*PTHLH*,*THBD*,*WNT2*
	Molecular transport	6	Quantity of metal	−2.348	0.002	Inhibited	*ACKR2*,*AP3B2*,*NTS*,*PLAU*,*PTHLH*,*TPSAB1/TPSB2*
	Cellular movement, hematological system development and function, immune cell trafficking	11	Cell movement of leukocytes	−2.571	0.000	Inhibited	*ACKR2*,*CFB*,*CXCL14*,*HDC*,*MYB*,*PDPN*,*PLAU*,*RASSF5*,*THBD*,*TIAM1*,*TPSAB1/TPSB2*
	Cellular assembly and organization, cellular function and maintenance	10	Microtubule dynamics	−2.706	0.002	Inhibited	*BMP7*,*EPHB2*,*HAS2*,*MYB*,*NTS*,*PDPN*,*PLAU*,*ROR1*,*THBD*,*TIAM1*
		11	Organization of cytoskeleton	−2.861	0.002	Inhibited	*BMP7*,*EPHB2*,*HAS2*,*MYB*,*NTS*,*PDPN*,*PLAU*,*RASSF5*,*ROR1*,*THBD*,*TIAM1*
	Organismal development	8	Size of body	−2.781	0.002	Inhibited	*BMP7*,*CXCL14*,*ITGA11*,*PLAU*,*SFRP4*,*SMPD3*,*TH*,*WNT2*
CHAR	Infectious diseases	5	Infection of mammalia	2.190	0.000	Activated	*ASGR1*,*CAMP*,*IGHM*,*PLAU*,*STX11*
KC	Energy production	6	Consumption of oxygen	2.449	0.004	Activated	*ETFBKMT*,*G0S2*,*LEPR*,*SERPINE1*,*SLC25A25*,*SLC2A1*
	Cell death and survival, embryonic development	5	Apoptosis of embryonic cells	2.236	0.001	Activated	*ACVR1C*,*ALX3*,*DOT1L*,*ITGA5*,*SLC2A1*
	Endocrine system development and function, molecular transport, small molecule biochemistry	10	Concentration of hormone	−2.146	0.005	Inhibited	*DUOXA2*,*FSTL3*,*LDLR*,*LEPR*,*PDK4*,*SMPD3*,*TLR5*,*TNFRSF12A*,*TTR*,*WNK4*
	Connective tissue development and function, tissue morphology	20	Quantity of connective tissue	−2.298	0.000	Inhibited	*CIDEA*,*CLEC10A*,*CXCL8*,*DLK1*,*FSTL3*,*FZD9*,*G0S2*,*LDLR*,*LEPR*,*MFSD2A*,*NFATC2*,*PDK4*,*SERPINE1*,*SLC20A1*,*SLC25A25*,*SLC7A1*,*SOST*,*SREBF1*,*TLR5*,*TNFSF10*
	Lipid metabolism, molecular transport, small molecule biochemistry	11	Concentration of triacylglycerol	−2.319	0.000	Inhibited	*ACLY*,*CIDEA*,*DLK1*,*G0S2*,*LDLR*,*LEPR*,*MFSD2A*,*PDK4*,*SERPINE1*,*SREBF1*,*TLR5*
	Nutritional disease	17	Obesity	−2.531	0.000	Inhibited	*CCRL2*,*CHRNA1*,*CIDEA*,*CXCL8*,*DLK1*,*G0S2*,*LDLR*,*LEPR*,*MFSD2A*,*PDK4*,*PROX1*,*SCN11A*,*SCN3A*,*SERPINE1*,*SLC25A25*,*SREBF1*,*TLR5*

^†^z-score ≥ 2 and z-score ≤ − 2 indicate Activated and Inhibited activation state.

**Table 5:** Predicted function of differentially expressed (DE) genes in subcutaneous adipose tissue of involved in the predicted lipid metabolic function using IPA.

Predicted functions	z-score^†^	DE gene*	Gene description	log_2_FC^#^	Adjusted P value	Location
Concentration of triacylglycerol (KC)	−2.319	*DLK1*	delta like non-canonical Notch ligand 1	2.474	0.002	Plasma Membrane
		*LEPR*	leptin receptor	2.057	0.024	Membrane
		*TLR5*	toll like receptor 5	1.617	0.012	Plasma Membrane
		*PDK4*	pyruvate dehydrogenase kinase 4	1.230	0.046	Cytoplasm
		*ACLY*	ATP citrate lyase	−1.364	0.045	Cytoplasm
		*CIDEA*	cell death-inducing DFFA-like effector a	−1.012	0.017	Cytoplasm
		*G0S2*	G0/G1 switch 2	−1.583	0.013	Cytoplasm
		*LDLR*	low density lipoprotein receptor	−1.653	< 0.001	Plasma Membrane
		*MFSD2A*	major facilitator superfamily domain containing 2A	−1.611	0.046	Plasma Membrane
		*SERPINE1*	serpin family E member 1	−1.464	0.001	Extracellular Space
		*SREBF1*	sterol regulatory element binding transcription factor 1	−1.140	< 0.001	Nucleus

^†^z-score ≥ 2 and z-score ≤ − 2 indicate Activated and Inhibited activation state.

*Differentially expressed genes were based on pairwise comparison between H- and L-RFIfat with FDR ≤ 0.1 and |log_2_FC|≥ 1 as cut-off.

^#^Log_2_FC ≥ 1 and log_2_FC ≤  − 1 indicate up- and down-regulation of a gene in L-RFIfat compared to H-RFIfat steers, respectively.

### Correlations between DE genes and FAs profiles

When the relationships between expression of DE genes and FA profiles were further analyzed, correlation was only identified for KC steers. Proportion of C18:2n-6, total n-6, PUFA and PUFA/SFA were negatively correlated with expression of the up-regulated DE genes (*DLK1*,* LEPR*,* TLR5*,* PDK4*) (r values ranged from − 0.81 to − 0.57, except for the low value between PDK4 and PUFA/SFA) and positively correlated with the expression of down-regulated DE genes (*ACLY*,* CIDEA*,* G0S2*,* LDLR*,* MFSD2A*,* SERPINE1*,* SREBF1*) (r values ranged from 0.62 to 0.91). Meanwhile, expression of *SREBF1* was negatively correlated with the above up-regulated genes (r values ranged from − 0.90 to − 0.62), and positively correlated with the down-regulated genes (r values ranged from 0.69 to 0.98) (Fig. 4). 

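Over the 8 KC steers, Spearman's rho of the CPM of SREBF1 with the up-regulated genes was -0.81 for DLK1, -0.79 for LEPR, -0.98 for TLR5 and -0.62 for PDK4, with exact permutation p of 0.0218, 0.0279, 0.000397 and 0.115. With the down-regulated genes it was 0.69 for ACLY, 0.95 for CIDEA, 0.86 for G0S2 and 0.86 for MFSD2A, with exact permutation p of 0.0694, 0.00114, 0.0107 and 0.0107. After Benjamini-Hochberg adjustment over the 10 relations tested these permutation p were from 0.00198 to 0.115, and those of DLK1, LEPR, TLR5, CIDEA, G0S2 and MFSD2A were under 0.05. Pearson's r of log2(CPM + 1) was between -0.96 and -0.55 and between 0.65 and 0.91 (exact permutation p from 0.000174 to 0.168), and the same 6 relations passed after adjustment. Without the 2 steers farthest from the median of SREBF1 (n = 6), rho was from -1.0 to -0.6 and from 0.49 to 0.89, and TLR5 alone of these genes passed after adjustment. The H-RFI and L-RFI steers did not overlap for SREBF1, so a pooled correlation also carries the difference between the groups, and 4 steers are too few for a correlation inside 1 group. With the values centred within H-RFI and within L-RFI, Pearson's r was -0.26 for DLK1, -0.38 for LEPR, -0.87 for TLR5, -0.01 for PDK4, -0.0008 for ACLY, 0.76 for CIDEA, 0.36 for G0S2 and 0.44 for MFSD2A, and none of these relations had an adjusted p under 0.05 (smallest 0.0984, exact permutation test within groups), while TLR5 and CIDEA had an unadjusted permutation p of 0.0295 and 0.0243. Over all 22 steers, centred within breed and RFI group, r was from -0.29 to -0.03 for the up-regulated and from 0.39 to 0.55 for the down-regulated genes, and none of these relations passed after adjustment, with a permutation p of 0.0166 for CIDEA (adjusted 0.0832) and 0.0367 for G0S2 (adjusted 0.122). For comparison, 26.1% of the 13725 genes tested in KC had a pooled rho with SREBF1 of at least 0.69 or at most -0.62. The paper proposes a mechanism by which these genes regulate fatty acid proportions (Fig. 4), and links the lower SREBF1 of L-RFI KC steers, as an upstream regulator, to the higher DLK1 and the lower CIDEA and ACLY, among others.

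**Figure D2:**
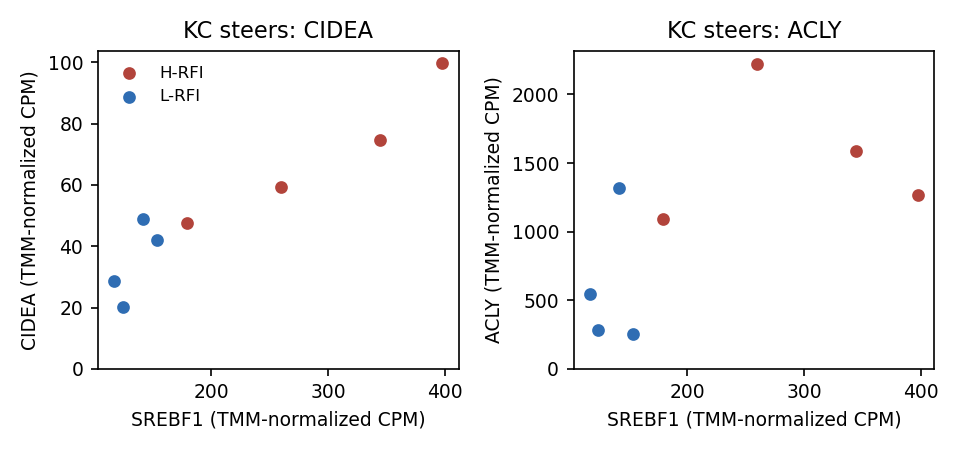
TMM-normalized CPM of CIDEA (left) and ACLY (right) against SREBF1 in the 8 KC steers, coloured by RFI group, with 1 point per steer. The H-RFI steers lie at 179 to 397 CPM of SREBF1, above each L-RFI steer, and the ranges of the groups overlap for CIDEA and for ACLY.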

The proposed mechanism through which proportions of these FAs being regulated by the genes is presented in Fig. 4.

**Figure 4:**
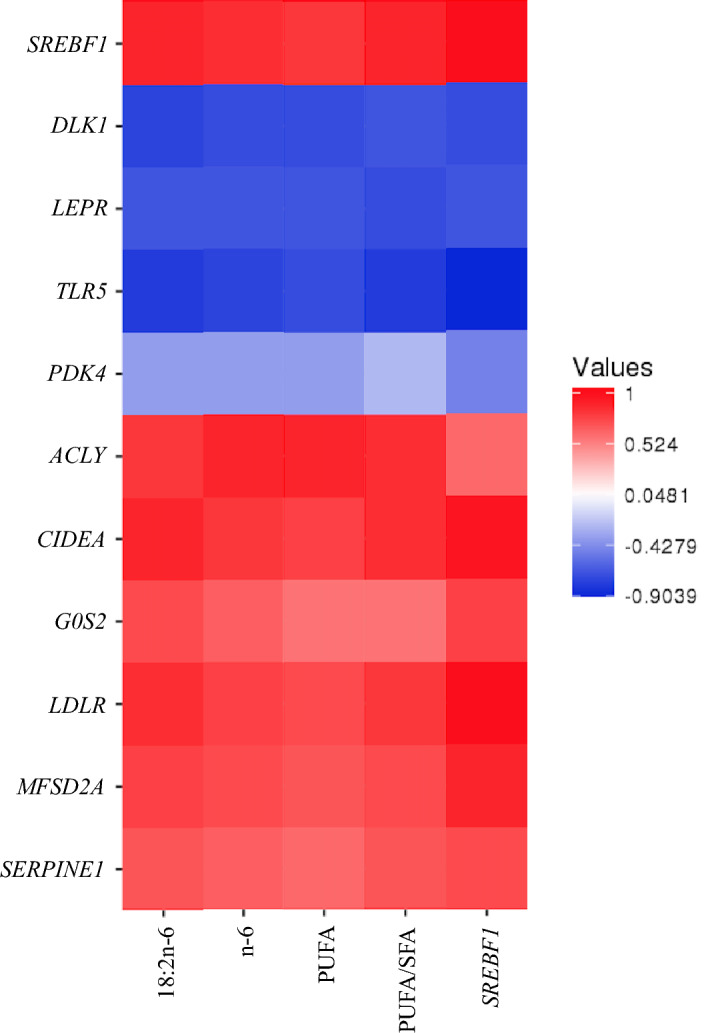
Spearman correlation analysis among the DE gene reads, and between the DE gene reads and FA composition. The correlation coefficient is colored by different intensities of red (positive correlation) and blue (negative correlation). DLK1 = delta like non-canonical Notch ligand 1; LEPR = leptin receptor; TLR5 = toll like receptor 5; PDK4 = pyruvate dehydrogenase kinase 4; ACLY = ATP citrate lyase; CIDEA = cell death-inducing DFFA-like effector a; G0S2 = G0/G1 switch 2; LDLR = low density lipoprotein receptor; MFSD2A = major facilitator superfamily domain containing 2A; SERPINE1 = serpin family E member 1; SREBF1 = sterol regulatory element binding transcription factor 1; n-6 (sum of omega 6 fatty acids) = 18:2n-6 + 20:3n-6 + 20:4n-6; PUFA (sum of polyunsaturated fatty acid) = 18:2n-6 + 20:3n-6 + 20:4n-6 + 18:3n-3; PUFA/SFA = ratio of PUFA to SFA.

## Discussion

The FAs in meat are key factors influencing product quality as more healthy FA profiles of beef products such as lowered SFA and higher n-3 FAs have been long pursued owing to their association with human health^28^. In past studies, the n-6/n-3 ratio has been used as the major indicator for the impact of the meat product on human health^29^. While it is not clear whether all FA weighted the same in terms of affecting human’s health, it may be more appropriate to consider all beneficial and all unhealthy FAs as a whole rather than only focus on a single component. Owing to the nature of the samples and the detection limit, the identified beneficial and unhealthy FAs, especially those with minor proportions, may be different across studies. Therefore, we have introduced the concept of beneficial/non-beneficial FA ratio (defined as healthy FA index) that expanded from the traditional n−6/n−3 ratio. In fact, the healthy FA index and the n-6/n-3 ratio were highly correlated (r = −0.50, *p* < 0.001) from our dataset, suggesting the potential application of this healthy FA index defined in this study as an alternate indicator of health impact of meat products. It should be noted that the component FAs for calculating the healthy FA index are modulable as a few commonly reported long-chain n-3 PUFAs were not detected due to their low proportion for the current sample set. For future usage of this concept, any detectable beneficial FAs and non-beneficial FAs should all be included for calculating the healthy FA index.

It is known that body fats are partly derived from the diet, partly derived from rumen microbial synthesis, and partly derived from endogenous synthesis, with dietary effect was more evident in affecting FA profiles in cattle tissues^30^ as well as influencing rumen microbial activities^31^. One of the limitations of the current study lies in the lack of dietary lipid component. In addition, as the animals were of different feed efficiency, their feed intake also affects the total dietary lipid to be consumed and may further affect the rumen microbial and cattle lipid metabolism and synthesis. Therefore, future study to include the dietary lipid composition combined with the animal intake should be taken into account to determine the origins of the FAs. However, as the main purpose of the current study was to identify whether animals of different breeds would have different regulatory mechanisms in its FA profiles, with the identical diet for all three breeds of animals, we were still able to identify the breed effect on FA and gene expression profiles in the subcutaneous fat tissue.

It has been widely reported that cattle of different breeds exhibit distinctive fatty acids related phenotypes as a result of their genetic variations. Our results showed that both subcutaneous adipose tissue thickness and FA profiles differed among the three breeds as expected. Our results showed that subcutaneous adipose tissue thickness of KC and ANG were approximately 35% higher than that of CHAR. Similar results were also reported by Mukiibi^32^ who compared the subcutaneous adipose tissue thickness among a large beef cattle herd composed of the same three breeds, as well as in the study by William^33^ when comparing the subcutaneous adipose tissue thickness between Angus × Hereford and CHAR cattle, suggesting a strong breed effect on subcutaneous adipose tissue thickness. Both KC and ANG belong to the small-size early maturing breeds, while CHAR belongs to the large-size late maturing breed^34^. Subcutaneous adipose tissue has been reported to be the last tissue to mature^35^, which may explain the thinner subcutaneous adipose tissue measured from CHAR compared to KC and ANG.

When analyzing the FA profiles among the entire dataset, the predominant FAs identified from subcutaneous adipose tissue were C16:0 and C18:0 as SFA, *c*9-18:1 as MUFA and 18:2n-6 as PUFA, which was comparable with the previous studies^36–38^. Breed effects on subcutaneous adipose tissue FA profiles have been widely reported for cattle. For instance, Dance et al.^39^ found 9 out of the 10 measured subcutaneous adipose tissue FA differed among five cattle breeds (Longhorn, Charolais cross, Hereford, Belted Galloway and Beef Shorthorn); Barton et al.^40^ found 7 out of the 10 measured FAs differed between Charolais and Limousin heifers; while Gamarra et al.^41^ reported higher MUFA and CLA contents in subcutaneous adipose tissue in Pirenaica heifers compared to Salers cattle and Holstein–Friesian cull cows. Comparable results were also observed in the current study for both individual FAs and grouped FA traits, where 37 out of the identified 49 measurements differed among breeds. The FAs for ANG and CHAR steers fell in the range as previously reported for different Angus herds^41,42^ and CHAR herds^43^. The KC steers which were produced from crosses between Angus, Charolais or Alberta Composite bulls and University of Alberta Composite dam line^44^, showed uniquely high values in beneficial FAs (*c*9-18:1, CLA, *t*11, *t*13-18:2) and healthy FA index compared to ANG and CHAR steers, suggesting that beef products from KC may have more favorable FA profiles compared to ANG and CHAR breeds. Recently Zhang et al.^38^ have examined the heritability of individual FAs in subcutaneous adipose tissue of a large beef cattle population (N = 1,366) belonging to six different genetic backgrounds using two different matrices, and only identified weak to moderate heritability of 25 major FAs. Regardless the differences in the examined animal breeds between our study and Zhang et al.^38^, significant variation among cattle breeds were also identified for most of these 25 FAs, suggesting that host genetics plays an essential role in regulating its subcutaneous adipose tissue FA profiles. Similar to individual FAs, beneficial FA indicators n-6:n-3 ratio which indicates the percentage of beneficial FAs was found to be different across different breeds^45^. Comparably, the measured healthy FA index also differed among the three breeds in the current study. According to Akanno et al.^46^, the KC breed was strongly influenced by Hereford (approximately 50%), a breed which was reported to have high CLA component in its fat tissue^47^. Although the exact percentage of the host genetic effects on individual FA and beneficial FA contents has not been dissected, we speculate that breed selection (such as the hybrid KC steers) may help to increase the content of beneficial FAs and thus further enhanced the healthy FA index compared to ANG and CHAR cattle.

Lipogenesis and fat partitioning are essential processes that are reported to be linked to cattle energetic efficiency^48^. They compared gene expression in subcutaneous adipose tissue between high and low RFI bulls and heifers and found that low RFI cattle exhibit upregulation of glucose metabolism in adipose tissue. However, gene expression was not linked to FA profiles, and it was not clear whether such variations in gene expression applies to different breeds and herds. The off-test subcutaneous adipose tissue thickness was reported to be responsible for 2%–5% of variation in feed intake, and RFI adjusting for off-test subcutaneous adipose tissue thickness makes RFI independent of body composition in feeder cattle^23^ and body fatness in replacement heifers^23^. As such, in the current study, the RFI values of the steers were all adjusted for subcutaneous adipose tissue thickness, and the FA profiles were compared between efficient (L-RFIfat) and inefficient (H-RFIfat) for each breed respectively. Surprisingly, in ANG and CHAR steers, none of the FAs exhibited linear correlations with RFIfat or RFI (data not shown), and most of the measured FAs did not differ between H-RFIfat and L-RFIfat groups, suggesting that selection for RFIfat did not have significant impact on the lipid metabolisms of subcutaneous adipose tissue in these two breeds. In contrast, RFIfat influenced the subcutaneous adipose tissue FA profiles of KC steers, where the amount of five FA differed between H-RFIfat and L-RFIfat groups, and healthy FA index tended to be higher in H-RFIfat KC steers (Table 3). Although the RFIfat was used as the main feed efficiency indicator, we performed additional analyses using the RFI only classification. As shown in Table S5, the results were comparable with that shown in Table 3, where variation between H- and L-RFI was only observed for KC animals. The effect of RFI on subcutaneous adipose tissue FAs was also reported for Nellore bulls, that the subcutaneous adipose tissue of H-RFI bulls contained higher cis vaccenic FA and lower oleic FA compared to that in L-RFI bulls^49^. Such opposing results may be due to the unique genetics of each cattle breed, as the markers for RFI were known to be breed-specific (Higgins et al., 2019). Among the three breeds involved in the current study, there may exist certain associations in the RFI markers and subcutaneous adipose tissue lipid metabolism markers for the KC cattle, which requires additional validation.

Fat deposition and FA profiles of the subcutaneous adipose tissue are regulated through complex regulatory mechanisms^41^. Past efforts to study the molecular mechanisms regulating the lipid metabolism and FA profiles largely rely on microarray and/or quantitative reverse transcription PCR to reveal the gene expression profiles of the subcutaneous adipose tissue^50,51^. The past methods largely relied on the known genes or the pre-designed chips, which limited the molecules being studied. With the advances in sequencing methods, RNA-Seq based transcriptome analyses which covers all expressed genes within the sample, has been applied recently in the studies of bovine subcutaneous adipose tissue for different breeds of cattle globally^52–54^. The transcriptome including the mapped reads, the identified gene numbers and the enriched GO terms of adipose tissues were comparable to those reported in Sun et al.^54^ in which a larger animal population including the same three breeds of steers were examined. The commonly expressed genes among the three breeds were also similar to previous studies^52–54^, suggesting that the core FA metabolism of subcutaneous adipose tissue were similar regardless of the varied animal breeds and feed regimes. Beyond the commonly expressed genes, a number of genes exclusively expressed in the subcutaneous adipose tissue of KC steers were significantly higher than ANG and CHAR (160 vs. 48 vs. 77). 

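By the rule of at least 50% of the steers of the breed and fewer than 50% of each other breed, the numbers of exclusive genes were set against 10000 permutations of the breed labels over the 22 steers. The highest and the lowest breed differed by 96 genes, and the permutations gave a difference as large in a share of 0.0606 (median 49). For KC taken alone, they gave a median of 86 genes and a highest value of 173 for a group of 8 steers, and as many as 139 in a share of 0.0071, not adjusted for the 3 breeds. For ANG, also 8 steers, the permutations reached the observed 63 genes or more in a share of 0.931. For CHAR, with 6 steers, the permuted median was 119 and as many as 159 came up in a share of 0.0604. With 6 steers drawn from each breed, the median over 100 draws was 73 genes for ANG, 143 for CHAR and 154.5 for KC. The exclusive genes of KC were low, with a median CPM of 1.17 in KC and 0.751 in the other breeds, and 132 of the 139 passed 1 CPM in at least 1 steer of another breed. STAR has no identifier in the paper's table and was not analysed here.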

Among the breed-specific genes, *STAR* (Steroidogenic acute regulatory protein) was only expressed in the subcutaneous adipose tissue of KC steers. The product of *STAR* gene, *StAR* protein, controlled the rate-limiting step in steroidogenesis^55^, and *STAR* was found to trigger cholesterol delivery to the inner mitochondrial membrane thereafter initiate steroidogenesis in adipose tissue depots in Holstein cows^56^. As KC contains a Holstein component at approximately 20%^44^, the expression of *STAR* may reflect the genetic impact of Holstein in the KC breed and it may also explain the higher subcutaneous adipose tissue thickness observed for the KC steers. Although other breed-specific genes were not directly involved in lipid metabolism, their functions in other biological processes may indirectly influence the subcutaneous adipose tissue FA profiles, which quires further validation.

To illustrate the potential molecular mechanisms for the varied FA profiles between different RFI groups, the transcriptome was then compared between H-RFI and L-RFI steers for each breed respectively owing to the uniqueness of the transcriptome among the three breeds as reported above. Among the identified DE genes, those directly involving metabolism may explain the variations in the FA profiles observed among the three breeds. Carbohydrate metabolism related genes *BMP7* (bone morphogenetic protein 7) and *GFPT2* (glutamine-fructose-6-phosphate transaminase 2) were down-regulated in L-RFI ANG steers (Supplementary Table S3). 

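In the 8 ANG steers, BMP7 was at 14.3 ± 4.71 TMM-normalized CPM in H-RFI and 5.25 ± 1.53 in L-RFI steers (SD, n = 4 each), a log2FC of -1.45 (standard error 0.28, adjusted p = 0.513 from edgeR's quasi-likelihood test). Each H-RFI steer was higher than each L-RFI steer (exact permutation test, p = 0.0286). The paper had selected BMP7 and GFPT2 as DE in these same steers, so their separation is not independent of the selection. GFPT2 was at 299 ± 178 and 108 ± 37.2 CPM, a log2FC of -1.47 (standard error 0.38, adjusted p = 0.722), with 3 of the 4 L-RFI steers below every H-RFI steer (exact permutation test, p = 0.0571). By the exact test of edgeR the adjusted p was 0.00196 for BMP7 and 0.00757 for GFPT2. With each steer left out, the exact test called BMP7 in 8 of 8 fits and GFPT2 in 6 of 8. BMP7 overlaps MIR2307 and GFPT2 overlaps 2 other genes in the RefSeq annotation, where their counts are uncertain.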

*BMP7* was reported to be associated with subcutaneous adipose tissue thickness, carcass marbling score^57^ and feed efficiency traits^58^ across six cattle breeds (Angus, Charolais, Kinsella Composite, Elora crossbred, PG1, and TXX) through GWAS screening; while *GFPT2* acts as a catalytic enzyme in the hexosamine biosynthetic pathway (part of glucose metabolism) and generates UDP-N-acetyl-d-glucosamine the donor substrate for glycosylation reactions^59^. The lower expression of *BMP7* and *GFPT2* in L-RFI ANG steers suggests that the corresponding carbohydrate metabolism may be less active in efficient animals compared to inefficient animals. As carbohydrate metabolism products such as acetyl CoA can serve as the substrates for lipid synthesis, it can be speculated that the reduced carbohydrate metabolisms may further limit lipid metabolism in L-RFI ANG steers. This is in accordance with the study by Alexandre et al.^60^, who found higher expression of genes associated with lipid synthesis and higher deposition of subcutaneous adipose tissue in less feed efficient animals.

When considering the lipid metabolism-related genes, sterol regulatory element binding transcription factor 1 (*SREBF1*) and another 10 genes (*DLK1*, *CIDEA*, *LDLR*, *LEPR*,* TLR5*,* PDK4*,* ACLY*,* G0S2*,* MFSD2A*, and *SERPINE1*) that are involved in reducing triacylglycerol concentration were found differentially expressed between H- and L-RFI steers in KC cattle. Functions of these genes have been reported in other studies using mice models. Overexpression of *CIDEA* (cell death-inducing DFFA-like effector) in mouse hepatocytes promoted lipid accumulation and triacylglycerol (triglyceride) storage; knockdown of *CIDEA* adversely affected the ability of *SREBF1* to stimulate lipid accumulation^61^. *LDLR* (low density lipoprotein receptor) was involved in lipoprotein trafficking, playing a physiological role in maintaining cholesterol homeostasis, essential energy production, cell membrane, and hormone synthesis^62^; whereas *DLK1* (delta like non-canonical Notch ligand 1) induced negative feedback regulation in adipogenesis potential of murine 3T3-L1 cells^63^. However, whether these genes also function similarly in cattle adipose tissue needs further investigation. Being an upstream regulator of *DLK1*/*CIDEA*/*LDLR/ACLY*, the downregulation of *SREBF1* in L-RFI KC steers can be directly linked to the upregulation of *DLK1* and the downregulation of *CIDEA/LDLR/ACLY*, which further contribute to the lowered 18:2n-6, n-6, PUFA, and PUFA/SFA observed for the L-RFI KC steers (Fig. 4). However, this may also due to the upregulation of endogenous fatty acid synthesis in KC, and dilution of PUFA and their biohydrogenation products. It should be noted that, although these beneficial FAs were lower in L-RFI KC steers, KC still exhibited the highest healthy FA index among the three breeds. It was reported that *SREBF1* expression was associated with marbling score in Angus bulls^64^, and marbling was higher in inefficient cattle^65^. Therefore, *SREBF1* may be used as a marker for carcass traits although the gene expression in intramuscular fat was not measured in the current study. Combining these data, future studies promoting the *SREBF1* gene in KC steers may have a positive effect by triggering opposing effects on these downstream DE genes, thus further enhancing the beneficial FAs and/or marbling of the KC steers. Selectively breeding cattle based on the SNPs identified from *SREBP1* may be another option to increase the proportion of healthy FAs KC steers. In Korean Hanwoo cattle, SNPs of *SREBP1* gene had significant effect on marbling score, MUFA and *c*9-18:1^66^. It would also worth exploring the associations between these key genes and the RFI-indicating SNPs. If markers having dual-indicating potential for both host feed efficiency and beneficial FA profiles can be identified, it will magnify the industry benefits.

One of the possibilities that the RFIfat-associated variation in FA profiles and expression of genes was only observed for KC steers may be due to the more comprehensive pedigree among the herd. These could be due to the masked animal effects (sire/dam). We therefore further analyzed the sire/dam information of the animals, aiming to explore whether sire/dam effects may have influenced the measured parameters. Among all the KC steers, the sire information of 11 animals were unknown while the rest we the offspring of 18 sires and 45 dams; all the ANG steers were the offspring of 12 sires and 44 dams; and all the CHAR steers were the offspring of 13 sires and 40 dams. Therefore, it is not surprising that more DE genes and varied FA proportions were observed for KC than ANG and CHAR as more sires were included. However, we were unable to analyze the sire effect in the current study as some sires and almost all dams only had one offspring to be included in this study. It is worth to extend the analyses to a larger herd, with multiple offspring of the same sire/dam included, which may allow us to analyze the genetic effect on the FA profiles and gene expressions more precisely.

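The 3 breeds differ in the number of steers sequenced, so the tests were repeated with 3 H-RFI and 3 L-RFI steers of KC and of ANG, as in CHAR. Over all 16 such subsets of the KC steers, edgeR's exact test called a median of 156 DE genes (36 to 348), against 39 in CHAR with its 6 steers. In ANG the 16 subsets gave a median of 51.5 genes (18 to 128). At an unadjusted p under 0.05 in the quasi-likelihood test, the subsets gave a median of 1944 genes (1083 to 2679) in KC and 623 (405 to 970) in ANG, and CHAR had 636. The spread between steers was about equal in the 3 breeds, with a biological coefficient of variation of 0.218 in ANG, 0.211 in CHAR and 0.222 in KC. The contrast in RFIfat was not made equal between breeds. Mean RFIfat in H-RFI and L-RFI steers was 1.28 and -1.33 kg in KC, 1.175 and -0.995 kg in ANG, and 0.84 and -1.00 kg in CHAR. The sires of the steers were not analysed here.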

## Conclusions

FA profiles and healthy FA index in subcutaneous adipose tissue differed among three cattle breeds in the current study. KC and CHAR cattle had higher beneficial FAs and healthy FA index than ANG, which may be explained by the unique transcriptome of the adipose tissue among the three breeds. Effect of RFI classification on the FA profiles in subcutaneous adipose tissue of steers was breed dependent. Low RFI (high efficient) steers had the lower proportion of beneficial FAs such as 18:2n-6, total n-6, PUFA, and t11-18:1 and c9, t11-CLA, as well as the higher unhealthy FAs (i.e. 16:0) in subcutaneous tissue, especially within KC breed. Genetic selection for FA profiles that contributing to beef quality is breed-dependent. Key genes such as *SREBF1* may serve as the genetic markers for such selection, but validation of the potential marker genes in a larger population is needed.

## Methods

### Animals, experimental design, and sampling

Angus (ANG; n = 47), Charolais (CHAR; n = 48), and Kinsella Composite (KC; n = 48) steers, born and raised in either 2014 or 2015 at Roy Berg Kinsella Ranch, University of Alberta (Alberta, Canada) were used for this study. The Angus and Charolais herds were mated via artificial insemination, and live clean-up bulls registered by the Canadian Angus and Charolais Associations, respectively^58^. The Kinsella Composite herd was produced from crosses between Angus, Charolais, or Alberta Composite bulls and the University of Alberta’s Composite dam line^58^, which contains approximately 50% Hereford and 30% Angus breeds with 20% infusion of Holstein^44^. Steers were housed in a feedlot and fed a finishing diet (75% barley grain, 20% barley silage, and 5% pellet supplement that included Rumensin™ (as fed, 76.5% dry matter; 14.7% crude protein, 18.3% acid detergent fibre, 32% neutral detergent fibre, 1.2% calcium, 0.45% phosphorus, and 70% total digestible nutrients on a dry matter basis; 0.24 ppm magnesium, 0.93 ppm potassium, 0.28 ppm sodium, 604 ppm iron, 128 ppm manganese, 182 ppm zinc, and 29.4 ppm copper) for three months. Feed intake was recorded using the GrowSafe feed intake monitoring system (GrowSafe Systems Ltd., Airdrie, Alberta, Canada) and body weight was measured every 14 days to calculate average daily gain (ADG). Residual feed intake adjusted for subcutaneous adipose tissue thickness was calculated based on procedures reported by Basarab et al.^23^. In addition, the marbling score of each steer was obtained from Jiu et al. (2019). Subcutaneous adipose tissue was collected within 30 min after slaughter, snap-frozen in liquid nitrogen, and subsequently stored at − 80 °C until RNA extraction and FA analysis.

### Fatty acid analysis

Subcutaneous adipose tissue (50 mg) was weighed and freeze-dried^15^. One ml of 1 mg c10-17:1 methyl ester/ml hexane (standard no. U-42 M from Nu-Check Prep Inc., Elysian, MN, USA), the internal standard, was added to freeze-dried samples followed by 2 ml of 0.5 M sodium methoxide and direct methylated for 15 min at 50 °C^66^, cooled, 1 ml water and 1 ml hexane added, shaken, and fatty acid methyl esters (FAME) were collected in the hexane layer. FAME were analyzed with a CP-3800 gas chromatograph (GC, Varian Inc., Walnut Creek, CA): most FAME were analyzed following the protocol of Kramer et al.^67^ using a CP-Sil88 column (100 m, 25 µm ID, 0.2 µm film thickness, Agilent Technologies, Santa Clara, CA); while an SLB IL 111 column (30 m, 0.25 mm ID, 0.2 mm film thickness, Supelco Inc., Bellefonte, PA) was used to measure t7,c9-18:2 and c9,t11-18:2 according to Turner et al.^68^. Reference standard no. 601 (Nu-Chek Prep Inc., Elysian, MN, USA) was used to identify most of the FAME; reference standard BC-Mix1 (Applied Science, State College, PA, USA) was used to identify branched-chain FAME; while the UC-59 M standard (Nu-Chek Prep Inc.) contained all four positional CLA isomers was used for detection of CLA isomers. For FAs not included in the standard mixtures such as several trans-18:1, CLA and other biohydrogenation intermediates, these were identified by their retention times and elution orders according to previous studies^15,17,69^. Quantification of FAME was calculated using chromatographic peak area and internal standard following Vahmani et al.^70^. The beneficial/non-beneficial fatty acid ratio (termed as healthy FA index) was defined as the total proportion of beneficial FAs (18:3n-3; c9,t11-18:2 and t11-18:1)/total proportion of non-beneficial FAs (C14:0; C16:0; and t10-18:1). The effect of RFI on FA profiles were compared between high RFI (H-RFI, RFI > 0.5, low feed efficiency) and low RFI (L-RFI, RFI < − 0.5 high feed efficiency) steers within each breed.

### RNA extraction and sequencing

Total RNA was extracted from the samples according to Sun et al*.*^71^. Briefly, the subcutaneous adipose tissue was ground with liquid nitrogen using a frozen mortar and pestle prior to RNA extraction. Total RNA was extracted from 100 mg of ground subcutaneous adipose tissue using RNeasy Lipid Tissue Mini Kit (Qiagen, Germany) according to the manufacturer’s instructions. The quantity and quality of the RNA were assessed using Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) and the Agilent 2200 TapeStation (Agilent Technologies, Inc., Santa Clara, USA), respectively. The samples with RNA integrity number (RIN) > 7.0 were used for RNA-Seq library construction.

Due to the limited amount and lipid rich characteristics of the samples, as well as to examine the animals with extreme RNA classification, only RNA extracted from 22 samples (KC = 8; AN = 8; CH = 6; with top or bottom RFI values for each breed) passed the criteria described above and were subjected to RNA-Seq library construction. The total RNA (1 µg) from each sample was first treated with Ribo-Zero Gold Kit (Illumina, San Diego, CA, USA) to remove ribosomal RNA. The rRNA-free RNA samples were then used to construct cDNA libraries according to the protocol of TruSeq Stranded Total RNA Sample Prep Kit (Illumina, San Diego, CA, USA). After quantification with a Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA), cDNA libraries with effective concentration of 2 nM were pooled and sequenced (100 bp paired-end) using the Illumina HiSeq™ 4000 platform at the Genome Quebec Innovation Centre, McGill University (Montreal, Quebec, Canada).

### Transcriptome data analysis

RNA-Seq data analysis was performed according to the pipeline reported previously^72^. Briefly, adapter sequences were removed, and the quality of reads was filtered using fastq-mcf with quality score ≥ 20 and read length ≥ 75^73^. The clean reads were then aligned to bovine genome UMD3.1 (http://bovinegenome.org/?q=umd_downloads, accessed on May 4, 2017) and assembled by TopHat2 software package (v2.0.9) with default parameters^74,75^. Samtools (v1.1)^76^ was used to sort the BAM alignment files and then convert them to SAM format. Then, the number of reads mapped to each gene was counted by HTSeq-count (v0.6.1)^77^. The expression level of mRNA in tissue sample was calculated by normalizing reads to counts per million (CPM) using the following formula: CPM = (gene counts number/total mapped counts number) × 10^6^. Only genes with CPM > 1 were considered as being expressed (Wilkinson et al., 2016). Only genes expressed in at least 50% of animals within each breed (KC ≥ 4, AN ≥ 4, CH ≥ 3) were considered in the DE gene analysis. Analysis of differentially expressed (DE) genes was performed using Bioconductor package edgeR (v3.4.1)^78^. An absolute value of log_2_ fold change (log_2_FC) ≥ 1 together with a false discovery rate (FDR) adjusted by Benjamini–Hochberg method^79^ < 0.1 was used as cut-off to determine significantly DE genes^80^, where log_2_FC > 1 was considered as up-regulated and log_2_FC < − 1 was considered as down-regulated. All data transformation and filter criteria followed Kong et al.^81^.

### Functional analysis of common and differentially expressed genes

The functional analysis of commonly expressed genes and DE genes between H- and L-RFI animals was performed using several bioinformatics tools. Commonly expressed genes were those identified in samples from all animals. Ensembl gene ID lists were converted to gene symbols using the Database for Annotation, Visualization, and Integrated Discovery (DAVID; https://david.ncifcrf.gov) and Ingenuity Pathway Analysis (IPA; https://www.qiagenbioinformatics.com). To increase the resolution of functional profiles of the transcriptome, multiple tools including PANTHER (Protein Analysis Through Evolutionary Relationships (http://pantherdb.org)) classification system^82^, DAVID and IPA were used to perform the functional classification and enrichment analysis based on Gene Ontology (GO) annotations. In addition, upstream regulator analysis was performed to identify the biological influence on DE genes using IPA.

### Statistical analysis

Effects of breed and RFI on FA profiles were identified using PROC MIXED of SAS (version 9.2; SAS Institute, Inc., Cary, NC, USA). The statistical model was Y_ij_ = μ + B_i_ + R_j_ + (B × R)_ij_ + e_ij_, where Y_ij_ was the response variable, μ was the overall mean, B_i_ was the fixed effect of breed (i = CH, AN, KC), R_j_ was the fixed effect of RFI (j = high, low), (B × R)_ij_ was the interaction of breed with RFI, and e_ij_ was the random residual error. Individual animal was included as a random factor. For analysis within each breed, B_i_ and (B × R)_ij_ were removed from the model. Significant differences between LS-Means of treatments were assessed by the PDIFF option. Spearman correlation was analyzed using PROC CORR procedure (SAS 9.2) to investigate the relationships between the parameters, such as RFI values and FA proportions, CPMs of the DE genes and FA proportions, as well as among the identified DE genes. A p-value of < 0.05 was used to designate significant differences for the MIXED models and correlations, while those p-values between 0.05 and 0.1 were considered as trends.

### Ethics approval

This study was performed in compliance of ARRIVE guidelines. All experimental procedures were managed in accordance with the guidelines for animal care provided by Canadian Council of Animal Care^83^ and the animal trial protocol was approved by Animal Care and Use Committee, University of Alberta (Protocol number AUP00000882).

### Sequencing data availability

All RNA-Seq data were deposited in National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database with accession number GSE107268.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

# Supplementary material for: Breed dependent regulatory mechanisms of beneficial and non-beneficial fatty acid profiles in subcutaneous adipose tissue in cattle with divergent feed efficiency
**Source:** Sci Rep. 2022 Mar 17;12:4612. doi: 10.1038/s41598-022-08572-8
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Breed dependent regulatory mechanisms of beneficial and non-beneficial fatty acid profiles in subcutaneous adipose tissue in cattle with divergent feed efficiency**

Mi Zhou^a,#^, Zhi Zhu^b#^, Hui-Zeng Sun^c^, Ke Zhao^d^, Mike E.R. Dugan^e^, Heather Bruce^a^, Carolyn Fitzsimmons^a,e^, Changxi Li^a,e^, and Le Luo Guan^a^

**Supplementary Figure S1.** RNA-sequencing results. (A) Number of raw reads obtained from libraries. (B) Number of clean reads after quality control with quality score ≥ 20 and leangth ≥ 75. (C) Number of reads aligned to the reference bovine genome. (D) Number of reads aligned to bovine gene.

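The counter's summary lines in the count table give, for each steer, the reads that were aligned at a single position. Over the 22 steers these were 25343058 ± 3456908 reads (SD, n = 22), from 20891736 to 31502413, and 39.1% ± 1.87 of them (SD, n = 22, from 34.3% to 42.5%) were counted on genes. Most of the remaining reads were ones that the counter matched to no gene feature. Whether they lay between genes or in parts of genes that were not counted is not given. In KC the share counted on genes was 40.3% ± 0.79 in H-RFI and 38.0% ± 0.55 in L-RFI steers (SD, n = 4 each), and the groups did not overlap.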

# Supplementary material for: Breed dependent regulatory mechanisms of beneficial and non-beneficial fatty acid profiles in subcutaneous adipose tissue in cattle with divergent feed efficiency
**Source:** Sci Rep. 2022 Mar 17;12:4612. doi: 10.1038/s41598-022-08572-8
**Supplement:** Supplementary file 2 — Supplementary Information 2.

**Breed dependent regulatory mechanisms of beneficial and non-beneficial fatty acid profiles in subcutaneous adipose tissue in cattle with divergent feed efficiency**

Mi Zhou^a,#^, Zhi Zhu^b#^, Hui-Zeng Sun^c^, Ke Zhao^d^, Mike E.R. Dugan^e^, Heather Bruce^a^, Carolyn Fitzsimmons^a,e^, Changxi Li^a,e^, and Le Luo Guan^a^

**Supplementary Figure S2.** Distribution of the identified differential expressed genes among the three breeds. Up-regulated and Down-regulated referred to the differential expressed genes between H-RFI and L-RFI animals.

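By the quasi-likelihood test no gene was called in more than 1 breed, in either direction. The exact test of edgeR called 0 genes higher in L-RFI steers of 2 or more breeds and 4 genes lower in 2 or more breeds, namely GPRC5A, PLAU, SMPD3 and TEX26 (GPRC5A, PLAU and TEX26 are named here after their values were seen), of which SMPD3 alone was lower in all 3 breeds. No gene was called higher in one breed and lower in another.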

# Supplementary material for: Breed dependent regulatory mechanisms of beneficial and non-beneficial fatty acid profiles in subcutaneous adipose tissue in cattle with divergent feed efficiency
**Source:** Sci Rep. 2022 Mar 17;12:4612. doi: 10.1038/s41598-022-08572-8
**Supplement:** Supplementary file 7 — Supplementary Information 7.

**Table S5.** Effects of breed and residual feed intake (RFI) on fatty acid proportion (%) in subcutaneous tissues and performance traits of beef cattle.

^*^*c* = *cis*; *t* = *trans*; SFA (sum of saturated fatty acid) = 10:0 + 12:0 + 14:0 + 15:0 + 16:0 + 17:0 + 18:0 + 19:0 + 20:0; BCFA (sum of branched chain fatty acid) = *iso*-14:0 + *iso*-15:0 + *anteiso*-15:0 + *iso*-16:0 + *iso*-17:0 + *anteiso*-17:0 + *iso*-18:0; SFA+BCFA = sum of SFA and BCFA; *trans-*18:1 (sum of *trans-*18:1) = *t*6-18:1 + *t*9-18:1 + *t*10-18:1 + *t*11-18:1 + *t*12-18:1 + *t*13-/*t*14-18:1; MUFA (sum of monounsaturated fatty acid) = *c*9-14:1 + *c*7-16:1 + *c*9-16:1 + *c*11-16:1 + *c*9-17:1 + *c*9-18:1 + *c*11-18:1 + *c*12-18:1 + *c*13-18:1 + *c*14-18:1 + *t*6-18:1 + *t*9-18:1 + *t*10-18:1 + *t*11-18:1 + *t*12-18:1 + *t*13-/*t*14-18:1 + *c*9-20:1 + *c*11-20:1; ADFA (sum of atypical dienes fatty acid) = *c*9,*t*14-/*c*9,*t*13-18:2 + *c*9,*t*15-18:2 + *c*9,*t*12-18:2 + *t*11,*c*15-18:2 + *c*9,*c*15-18:2; CLA (sum of conjugated linoleic acid) = *t*7,*c*9-18:2 + *c*9,*t*11-18:2 + *t*9,*c*11-18:2 + *t*11,*t*13-18:2 + *t*7,*t*9-/*t*10,*t*12-18:2; n-6 (sum of omega 6 fatty acids) = 18:2n-6 + 20:3n-6 + 20:4n-6; n-3 (sum of omega 3 fatty acids) = 18:3n-3; PUFA (sum of polyunsaturated fatty acid) = 18:2n-6 + 20:3n-6 + 20:4n-6 + 18:3n-3; PUFA/SFA = ratio of PUFA to SFA; n-6/n-3 = ratio of n−6 to n−3 PUFA; FA ratio = (18:3n-3 + *c*9,*t*11-18:2 + *t*11-18:1)/(14:0 + 16:0 + *t*10-18:1); *SCD* proxy (stearoyl-CoA desaturase proxy) = *c*9-14:1/(*c*9-14:1 + 14:0); DMI = dry matter intake; ADG = average daily gain.

^#^Statistical analysis was performed within each breed.

^1^Angus breed; ^2^Charolais breed; ^3^Kinsella Composite breed; ^4^High RFIfat steers (RFIfat > 0.5); ^5^Low RFIfat steers (RFIfat < -0.5).

Means in the same row with different superscripts (a, b, c, d) indicate significance (*p* < 0.05).

How the deposited data were processed for this re-analysis (not part of the article)

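RNA-Seq of subcutaneous adipose tissue was available for 22 steers, with 4 H-RFI and 4 L-RFI steers of Angus (ANG), 3 and 3 of Charolais (CHAR), and 4 and 4 of Kinsella Composite (KC). The RFI group and breed of each steer were taken from the sample labels and checked against the RFIfat means of the paper. The labels number every steer separately and give no batch, so no blocking was used.

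The authors removed ribosomal RNA, sequenced stranded libraries as paired 100 bp reads, trimmed them with fastq-mcf (quality of at least 20, length of at least 75 bp), aligned them to the bovine genome UMD3.1 with TopHat2, and deposited the counts per gene from HTSeq-count without normalization. The table holds 24616 Ensembl genes and 5 summary lines, and all its 22 columns were used. No columns were identical. The paper's text does not name the annotation version, the strand setting of the counting or the test used inside edgeR. Gene symbols were taken from Supplementary Table S1, which pairs 242 identifiers with symbols, all of them in the count table. No coordinates are given, because the annotation at hand is of the build ARS-UCD2.0, which was used only to look up which genes overlap each other.

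Between 8033008 and 12426133 reads per steer were counted on genes (median 9803200). A floor of 3 counts corresponds to 0.241 to 0.373 CPM, which covers counting error only. CPM was computed on the total count for expressed genes and correlations, and on the TMM effective library size for the levels of single genes. A gene was expressed in a steer at CPM above 1, was common when expressed in all 22 steers, and was exclusive to a breed when expressed in at least 50% of its steers and in fewer than 50% of the steers of each other breed, a rule chosen here because the paper's text does not give one.

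L-RFI was compared with H-RFI within each breed by edgeR's quasi-likelihood test with TMM normalization (R 4.3.3, edgeR 4.0.16, limma 3.58.1) on genes with CPM above 1 in at least 50% of the steers of the breed. DE genes had an absolute log2FC of at least 1 and a Benjamini-Hochberg FDR below 0.1, as in the paper. Breed by RFI interaction was tested over all 22 steers. Single genes were also tested by an exact permutation test of log2 TMM CPM (2-sided), whose smallest p is 0.0286 for 4 steers against 4 and 0.1 for 3 against 3. Correlations were Spearman's rho with exact permutation p over the 8 KC steers. Permutation tests with more steers used 100000 resamples unless another number is given. Calculations outside R used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

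The tests were checked on simulated data with 200 changed genes. At a log2FC of 2, the quasi-likelihood test recovered 93.5% of them in ANG, 91.5% in CHAR and 94% in KC, with 13.8%, 9.9% and 6.9% of the calls false at an FDR below 0.1. At a log2FC of 1 it recovered 65%, 57% and 51.5%. Calls in the simulation used the FDR limit alone, without the log2FC limit, so these shares are not those of the DE rule. Counts were drawn for each gene independently, from dispersions fitted to the steers, so recovery in the real data may be lower. The exact test of edgeR recovered 97%, 96% and 97.5% at a log2FC of 2, with 25.4%, 23.2% and 24.4% of the calls false. The interaction test recovered 88%, with 6.4% of the calls false.

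The alternatives were DESeq2 1.42.0, RLE factors, edgeR's exact test and likelihood ratio test, other filters and limits, a fit of all 22 steers, RFIfat as a regressor, subsets of 3 against 3 steers, and leaving out each steer in turn. For the exact test the plan said tagwise dispersions. Both dispersion estimators of edgeR were run before the common and tagwise one was taken under that name, and the other one (estimateDisp) is given beside it as chosen after the data were examined. The genes named are those the paper names beside its claims, the genes with the largest change past both cut-offs and without overlap between groups (up to 3 in each direction per breed), genes called in the same direction in at least 2 breeds, up to 3 genes with an interaction FDR below 0.1, and the muscle and nerve genes at the top of Supplementary Table S1. Fatty acid profiles were not analysed here. Some of the genes tested are not reported here by name.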

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

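All tests in this part were chosen after the result was seen, apart from the interaction test itself and the count of relabelings for it. Among 74 groups of 4 steers that were examined for a steer far from the others, 3 had one, where chance gives 3.7, so these 3 are no more than chance gives.

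PDK4 in H-RFI steers of KC was lowest in F1, whose gap to the next steer made up 0.8431 of the range of the group on the log2 scale. F1 had 2749 counts of PDK4, so too few counts are not the reason. Without F1 the log2FC was 1.00 in place of 1.23, and over the 8 fits that each left out 1 steer it ranged from 0.66 (without F10) to 1.45. No biological explanation was tested.

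G0S2 in L-RFI steers of KC was lowest in F16, with a gap of 0.9828 of the range. It had 218 counts there, which is also well above the floor of 3. The log2FC without F16 was -1.31 in place of -1.58, and over the 8 fits it ranged from -1.82 to -0.97 (without F7). No biological explanation was tested.

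The share of ambiguous reads, those the counter could not assign to 1 gene, was lowest in F28 among the H-RFI steers of ANG, with a gap of 0.9375 of the range. The share splits the steers of ANG into 3 low (0.37% to 0.512%) and the others (1.011% to 1.318%), and those of KC into 3 low (0.303% to 0.463%) and the others (0.938% to 1.549%), with 1 H-RFI and 2 L-RFI steers among the low ones in each breed. Between low and high steers 946 genes in ANG and 287 in KC had an unadjusted p under 0.05. A batch of libraries that the labels do not give may underlie the split, and the 2 breeds differ in this test, so the pattern cannot be told apart from that explanation. With the split as a covariate, the comparison of RFI groups gave 580 genes in ANG and 2109 in KC at an unadjusted p under 0.05, so the split does not account for the genes that differ in KC.

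KCNMB1 was the 1 gene of 14048 with a breed by RFI interaction (FDR 0.07453). It was higher in each of the 3 L-RFI steers of CHAR than in every H-RFI steer (20.5 ± 1.52 against 8.04 ± 1.44 CPM, SD, n = 3 each, log2FC 1.35, standard error 0.17), while the log2FC was -0.42 in KC and 0.05 in ANG. KC and CHAR differed by -1.77 on the log2 scale (adjusted p = 0.0205 from edgeR's quasi-likelihood test). At an unadjusted p under 0.05 there were 1010 genes, against 702 expected. Of 100 relabelings of RFI within breeds, 8 gave at least 1 such gene, the real one included, so a chance division of the steers remains possible. KCNMB1 overlaps 1 gene, KCNIP1, in the RefSeq annotation, and reads shared with an overlapping gene cannot be told apart from a change of KCNMB1.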

How the results depend on the processing

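The alternatives were set before the data were examined, except the exact test with estimateDisp, the split by ambiguous reads, thinning, and all counts at an unadjusted p under 0.05 and by the exact test under other settings, which were chosen after seeing the data. Where a result changed, the cause was not tested. No paired analysis was possible because the labels number each steer separately.

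The main test gave 0 DE genes in ANG, 0 in CHAR and 1 in KC, with 686, 636 and 2504 genes at an unadjusted p under 0.05. DESeq2 gave 32, 22 and 173 DE genes (27, 12 and 96 lower), the likelihood ratio test 31, 21 and 189 (26, 12 and 104 lower), the exact test 46, 39 and 177 (42, 22 and 103 lower), and the exact test with estimateDisp 28, 20 and 176 (24, 11 and 97 lower). A fit of all 22 steers gave 0, 1 and 109 (58 lower in KC). In KC the count was 0 at an FDR below 0.05, with RFIfat as regressor, as the median of 16 subsets of 3 against 3, and with the split by ambiguous reads as covariate. These had 1721, 1944 and 2109 genes at an unadjusted p under 0.05 for the last 3. RLE factors, other low-count filters and no log2FC limit left the counts at 0, 0 and 1.

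Leaving out each steer gave 0 to 1 DE genes in ANG, 0 to 1 in CHAR (0 to 1 lower), and 0 to 54 in KC (0 to 40 lower). At an unadjusted p under 0.05 it gave 453 to 848 genes in ANG, 526 to 828 in CHAR and 1686 to 2606 in KC. By the exact test it gave 23 to 90, 23 to 77 and 62 to 278. RLE factors, no low-count filter and thinning left the exact-test counts at 43 to 51, 36 to 44 and 161 to 180. The 16 subsets of 3 against 3 gave 18 to 128 (median 51.5) in ANG and 36 to 348 (median 156) in KC. Genes lower in all 3 breeds numbered 1 (SMPD3) by the exact test with tagwise dispersions and 0 in the other settings run, the exact test with estimateDisp included. The interaction gave 1 gene, 0 at an FDR below 0.05, 11 with DESeq2, 0 without the low-count filter, and 0 to 3 without each steer.

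Genes expressed per steer in ANG, CHAR and KC were 14400.75, 14506.17 and 14518.75 at CPM above 0.5, 12600.5, 12660 and 12695.75 at CPM above 2, and 16856.12, 16843.33 and 17269.5 at 1 count or more. At these depths a limit under 0.373 CPM is at the counting floor in the shallowest steer. The TMM library size and leaving out a steer moved them by less than the SD, and the common genes stayed between 12223 and 14488 in the settings run. On the TMM library size the means were 13581.25 in ANG, 13551.67 in CHAR and 13634.38 in KC. CHAR was then lowest in place of ANG, so the order of these breeds depends on the normalization. Exclusive genes in ANG, CHAR and KC were 2, 5 and 7 when no other steer was allowed, 147, 185 and 235 with at least 1 steer of the breed and no other, and 0, 0 and 0 with all steers of the breed and no other. Leaving out a steer gave 37 to 86, 100 to 189 and 102 to 184.

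Of the 10 correlations with SREBF1, 7 passed after adjustment, 1 when centred within RFI groups, 0 over all 22 steers centred (3 at an unadjusted p under 0.05), 2 without the 2 steers farthest from the median, and 3 to 5 without each steer. Centred within RFI groups, the correlation with ACLY reversed to -0.0008. The log2FC of KCNMB1 in ANG reversed to -0.0286 without F23, in a range from -0.0286 to 0.1126 over the 8 fits. Of 274 other tests of named genes' log2FC, 92 newly passed the thresholds and 1 no longer did, and of 229 with a steer left out 8 newly passed and 4 no longer did. Of the correlations, 24 of 80 with a steer left out and 19 of 50 in other settings no longer passed.

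STAR was not run because no identifier is paired with it, nor was a covariate of muscle marker genes, since 2 of 18 have an identifier. With CPM above 1 in all steers, 26 of the 31 named log2FC values could be computed.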

Differences from the paper's values

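Genes exclusive to CHAR numbered 159, against the paper's 77. Of the alternatives set before the data were examined, leaving out F33, F36, F43, F46 or F47, each a CHAR steer, closed the gap, with 100, 110, 102, 103 and 100 genes. Leaving out F48 gave 121, and leaving out a steer of another breed 170 to 189. The alternatives with all steers or with 6 per breed did not close it, at 5, 185, 0, 141, 121, 191 and 143 genes.

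DE genes numbered 0 in ANG, 0 in CHAR and 1 in KC, against the paper's 46, 39 and 177, and those lower in L-RFI steers 0, 0 and 1, against the paper's 42, 22 and 103. A gap between counts is taken as closed when neither is more than 1.5 times the other. With edgeR's exact test the numbers were 46, 39 and 177, and 42, 22 and 103. That alternative was set before the data were examined as the exact test with tagwise dispersions, but the dispersion estimator that gives these numbers was taken after both estimators of edgeR had been run, and the other one, added after seeing the values, gave 28, 20 and 176 (24, 11 and 97 lower), which closed the gap in KC but not in ANG or CHAR. With DESeq2 and with the likelihood ratio test, the gap closed for DE genes in ANG (32 and 31) and for both numbers in KC (173 and 189, and 96 and 104 lower), but not for the lower genes in ANG (27 and 26) or for CHAR (22 and 21, and 12 and 12 lower). None of the other alternatives set before the data were examined closed these gaps. By the exact test all 46, 39 and 177 genes of Supplementary Table S1 were called. Of the 31 log2FC values of named genes, the exact test called 26, the likelihood ratio test 20, DESeq2 16 and the fit of all 22 steers 10 that the quasi-likelihood test did not. The exact test with estimateDisp, chosen after seeing the values, called 20.

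DE genes lower in all 3 breeds numbered 0, against the paper's 1 (SMPD3). The exact test gave 1 with the same dispersion estimator, and none of the other alternatives set before the data were examined did.

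The strongest negative correlation of SREBF1 with the up-regulated genes had a size of 0.9762 (rho of -0.98 with TLR5), against the paper's size of 0.90. None of the alternatives set before the data were examined closed the gap, with sizes of 0.964, 0.9762, 0.8749, 0.2875 and 1, and 0.9643 or 1 without each steer. The highest correlation with the down-regulated genes was 1, against the paper's 0.98, and Pearson's r of log2(CPM + 1) gave 0.983, while the other alternatives gave 1, 0.9385, 0.6925 and 1, and 1 without each steer. A gap between correlations is taken as closed when the values match to the last digit the paper prints. This limit replaced a wider one after the values were seen. Under the wider limit neither 0.9762 nor 1 would differ from the paper's value.

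The paper states that KC had more exclusive genes than ANG and CHAR. By the rule used here CHAR had 159 and KC 139, from 6 and 8 steers, and with 6 steers of each breed the medians were 143 for CHAR and 154.5 for KC. KC also had more than CHAR by the mean CPM of each breed (156 and 141), by CPM on the TMM library size (148 and 121), with at least 1 steer of the breed and no other (235 and 185), and with at least 50% of the breed and no other steer (7 and 5). At CPM above 0.5 CHAR had more (191 and 128), and with all steers of the breed and no other both had 0. KC had more in each fit without a CHAR steer (160 to 184, and CHAR 100 to 121), and CHAR in each fit without an ANG or KC steer. These fits go with the 50% rule, which is stricter for a breed left with an odd number of steers. They do not rank the breeds.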

Other observations

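The tests of simulated counts without a change, library size, muscle and nerve genes and SMPD3 covariation were chosen only after the result was seen, and the covariate of ambiguous reads after the split was seen.

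Other divisions of the same steers were tested. For the DE genes and the lower genes of ANG and CHAR the comparison is void, because the observed count is 0 and each of the 35 divisions in ANG and 10 in CHAR gives at least that. In ANG, 14 of 35 gave 686 or more genes at an unadjusted p under 0.05, and 4 of 35 gave 46 or more by the exact test (median 12). In CHAR, with 10 divisions, 6 gave at least 636 genes at an unadjusted p under 0.05, and 5 at least 39 by the exact test (median 34), a design that cannot give a share under 0.1. In KC, 5 of 35 divisions gave at least 1 DE gene and 5 of 35 at least 1 lower gene, while 1 of 35, the real one, gave 2504 genes at an unadjusted p under 0.05 (highest other 1974) and 1 of 35 gave 177 by the exact test (highest other 97). A gene called in the same direction in all 3 breeds came up in 2 of 100 combinations of divisions, the real one included, and at least 4 genes in 2 or more breeds in 7 of 100.

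In 20 simulated draws with no changed gene, the exact test made a median of 8.5 calls in ANG (4 to 16), 17 in CHAR (5 to 35) and 10 in KC (1 to 20). In 0 of the 20 draws for ANG, 0 for CHAR and 0 for KC were there as many calls as in the steers. The quasi-likelihood test made at most 1, 2 and 2 calls in these draws. Genes were drawn independently of each other, unlike in the steers. Among divisions of the real steers, 4 of 35 in ANG and 5 of 10 in CHAR gave as many exact-test calls, the real one included. The draws therefore do not show that the calls in ANG and CHAR need a difference between RFI groups.

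The number of genes that differ in KC may have a technical source, and 3 were tested. H-RFI steers of KC had larger libraries, and with every steer thinned to the smallest total 2420 genes had an unadjusted p under 0.05. With the split by ambiguous reads as covariate 2109 had. Neither number comes near the 686 expected. Reads that the counter matched to no gene feature, per gene count, were 1.39 to 1.52 in H-RFI and 1.59 to 1.68 in L-RFI steers of KC. In the 14 other steers, the slope of each gene on this measure had a Spearman correlation of 0.07532 with its log2FC in KC (permutation p = 0.354, 2000 permutations, across 13340 genes, which are not independent replicates). This measure and RFI are not separable in KC, so the pattern cannot be told apart from it. Sample numbers also separate the RFI groups in KC, with F1 to F9 in H-RFI and F10 to F16 in L-RFI steers. In ANG and CHAR the numbers of the groups are mixed. Whatever goes with the sample number was not tested and cannot be told apart from RFI in KC. Birth years of single steers were not at hand. A response to RFI is a hypothesis that remains beside these.

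A response shared with the other breeds was tested on the 177 genes. In ANG 68.5% of 168 genes had the sign they had in KC, and 20 of 70 relabelings gave as many. In CHAR 68.9% of 167 had, and 5 of 20 relabelings gave as many, which are too few to tell. Of the 11 lipid metabolism genes, 6 of 11 had the sign of KC in ANG and 4 of 10 in CHAR. SREBF1 had a log2FC of 0.09 in ANG and 0.55 in CHAR, and its interaction did not pass the adjustment (adjusted p = 0.606 from edgeR's quasi-likelihood test).

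TTN and NEB were high in the L-RFI steer F11 of KC. Without F11 the log2FC fell from 2.37 to 0.08 for TTN and from 4.26 to 0.83 for NEB. Skeletal muscle RNA in one sample may be the source, but 11.1% of the muscle marker genes have an identifier, so the check is void. PRX was high in single L-RFI steers, at 31.6 CPM in F33 of CHAR and 26.3 CPM in F24 of ANG, while the H-RFI steers had at most 1.42 CPM in CHAR and 3.23 in ANG. Nerve RNA in single samples may be the source, and 20% of the nerve marker genes have an identifier, so that check is void too.

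SMPD3 was uneven between H-RFI steers, from 6.45 to 126 CPM in ANG, 4.74 to 192 in CHAR and 16.5 to 112 in KC. Centred within breed and RFI group over 22 steers, it had a Pearson correlation of 0.5619 with PLAU (permutation p = 0.0216, adjusted 0.0216) and 0.6386 with GFPT2 (permutation p = 0.0138, adjusted 0.0216). Spearman's rho was 0.536 and 0.45 (permutation p = 0.0346 and 0.0818), and did not pass the adjustment (0.0692 and 0.0818). Without F36 and F48, the steers farthest from the median, r was 0.475 and 0.447. A candidate explanation is a covariation of these genes between steers whatever their RFI group, which rests on Pearson's r, and PLAU and GFPT2 were chosen after their values were seen.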
